# Deep sequencing of small RNAs specifically associated with Arabidopsis AGO1 and AGO4 uncovers new AGO functions

**DOI:** 10.1111/j.1365-313X.2011.04594.x

**Published:** 2011-05-10

**Authors:** Huan Wang, Xiuren Zhang, Jun Liu, Takatoshi Kiba, Jongchan Woo, Tolulope Ojo, Markus Hafner, Thomas Tuschl, Nam-Hai Chua, Xiu-Jie Wang

**Keywords:** AGO1, AGO4, microRNA, *trans*-acting siRNAs, nat-siRNA, post-transcriptional gene silencing

## Abstract

As important components of small RNA (smRNA) pathways, Argonaute (AGO) proteins mediate the interaction of incorporated smRNAs with their targets. Arabidopsis contains 10 AGO proteins with specialized or redundant functions. Among them, AGO1 mainly acts in microRNA (miRNA) and small-interfering RNA (siRNA) pathways for post-transcriptional gene silencing (PTGS), whereas AGO4 regulates transcriptional gene silencing (TGS) via endogenous 24-nucleotide (nt) smRNAs. To fully characterize smRNAs associated with AGO1 and AGO4, we developed a two-step protocol to purify AGO/smRNA complexes from flowers, leaves, roots and seedlings with enhanced purity, and sequenced the smRNAs by Illumina technology. Besides recovering most previously annotated smRNAs, we also identified some additional miRNAs, phased smRNA clusters and small-interfering RNAs derived from the overlapping region of natural antisense transcript pairs (NAT) (nat-siRNAs). We also identified a smRNA distribution feature on miRNA precursors which may help to identify authentic miRNAs. Organ-specific sequencing provided digital expression profiles of all obtained smRNAs, especially miRNAs. The presence and conservation of collateral miRNAs on known miRNA precursors were also investigated. Intriguingly, about 30% of AGO1-associated smRNAs were 24-nt long and unrelated to the 21-nt species. Further analysis showed that DNA-dependent RNA polymerase IV (Pol IV)-dependent smRNAs were mainly 24 nt and associated with AGO4, whereas the majority of the potential Pol V-dependent ones were 21-nt smRNAs and bound to AGO1, suggesting the potential involvement of AGO1 in Pol V-related pathways.

## Introduction

Small non-coding RNAs (smRNAs) have recently emerged as pivotal regulators in plant growth and development, adaptation to the environment and tolerance to biotic stresses. Two major classes of smRNAs in plants are micro-RNAs (miRNAs) and small-interfering RNAs (siRNAs). Mi-RNAs are processed by a Dicer-like enzyme from imperfectly self-folded hairpin precursors transcribed from *miRNA* genes (Kurihara *et al.*, 2006; Song *et al.*, 2007). Small-interfering RNAs are processed from double-strand RNA duplexes or long RNA transcripts with inverted complementarity, and numerous endogenous siRNAs have been found in plants (Meister and Tuschl, 2004). According to their origins, some plant endogenous siRNAs could be further grouped into different classes: repeat-associated siRNAs (ra-siRNAs) generated from transposons, heterochromatic and repetitive genomic regions; nat-siRNAs derived from the overlapping regions of natural antisense transcript pairs (NAT); and *trans*-acting siRNAs (ta-siRNAs) initiated by miRNA cleavage of target mRNAs (Allen *et al.*, 2005). Besides, there are also large numbers of smRNAs without clear structural features and functions (Chellappan *et al.*, 2010; Chen *et al.*, 2010).

Mature smRNAs are incorporated into a ribonucleoprotein complex termed the RNA-induced silencing complex (RISC) to regulate the expression of target genes at transcriptional and post-transcriptional levels in a sequence-specific manner (Bartel, 2004; Vaucheret, 2008). The central component of RISCs is AGO protein, which recruits miRNAs/siRNAs to interact with target mRNA or DNA sequences to execute their functions.

*Arabidopsis thaliana* possesses 10 AGO family proteins classified into three phylogenic clades. AGO1, AGO5 and AGO10 belong to the first clade; AGO2, AGO3 and AGO7 form the second clade; and the rest are the third group (Vaucheret, 2008). Genetic studies have shown that AGO1 is indispensable for miRNA pathways, as *ago1* null mutants showed decreased number and abundance of detectable miRNAs and increased expression of corresponding target mRNAs (Vaucheret *et al.*, 2004). Several classes of siRNAs, including transgene siRNAs, virus siRNAs and ta-siRNAs, also associate with AGO1 complexes (Baumberger and Baulcombe, 2005; Qi and Hannon, 2005; Zhang *et al.*, 2006b; Montgomery *et al.*, 2008b). It has been shown that the 5′ terminal nucleotide of a smRNA directs its AGO destination, and AGO1-associated smRNAs are mainly 21-nt long with the 5′-first nucleotide biased towards uridine (Mi *et al.*, 2008; Takeda *et al.*, 2008).

AGO4 regulates epigenetically silent states of repeated loci, transposons and heterochromatin regions through its associated 24-nucleotide (nt) siRNAs (Vaucheret, 2008). DNA-dependent RNA polymerase IV (Pol IV) and V (Pol V) as well as several other proteins also participate in this process (Matzke *et al.*, 2009). Small non-coding RNAs immunopurified with AGO4 are predominantly 24-nt long with a strong preference for 5′ terminal nucleotide of adenine (Mi *et al.*, 2008).

Although genome-wide profiling of AGO1- and AGO4-associated smRNAs have been reported previously, the studies were based on an early stage of parallel pyrosequencing technology with low sequencing depth (Qi *et al.*, 2006; Mi *et al.*, 2008). In addition, the tissue-specific expression profiles of miRNAs and other smRNAs were not well investigated. Here, we used extracts from Arabidopsis flowers, leaves and roots as well as 10-day-old seedlings to purify smRNAs associated with AGO1 and AGO4 protein complexes using a two-step immunoprecipitation method. Sequencing results of these smRNAs revealed unexpectedly that about 30% of the AGO1-associated smRNA species were 24-nt in length. Genome mapping studies suggested potential functions of these AGO1-bound 24-nt smRNAs in mediating transcriptional gene silencing (TGS). The work also provided a detailed tissue-specific expression profile of miRNAs. Besides known functional smRNAs, we also identified additional miRNAs, collateral miRNAs encoded in known miRNA precursors, nat-siRNAs and phased siRNA clusters.

## Results

### Isolation of AGO1/4-containing ribonucleoprotein complexes

Transgenic plants expressing *P*_*AGO1*_*-FLAG-AGO1/ago1-36* (Baumberger and Baulcombe, 2005) and *P*_*AGO4*_*-FLAG-AGO4/Col-0* genes were used. Western blot analysis showed that the FLAG-AGO1 expression level was about 1.4 to 2.7 times higher than that of FLAG-AGO4 in leaves and roots, and about 13.3 times higher than in flowers (Figure 1a,b and Table S1 in Supporting Information).

**Figure 1:**
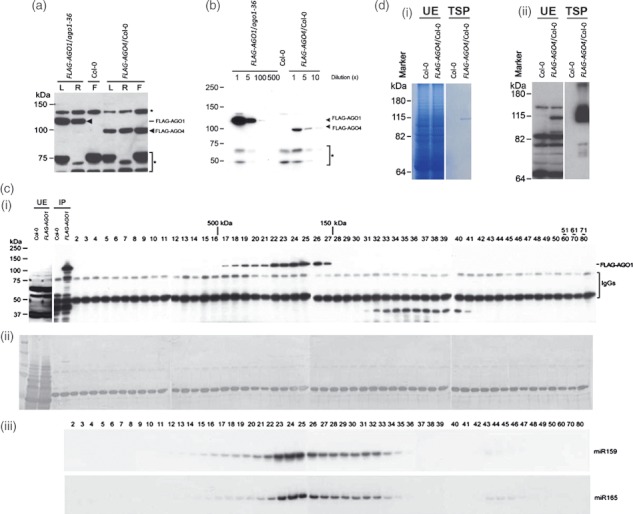
Isolation of AGO1/4–small non-coding RNA (smRNA) complexes. (a) Expression patterns of FLAG-AGO1 and FLAG-AGO4. Total protein extracts (30 μg) were analyzed by western blot using FLAG antibody. L, leaves; R, roots, F, flowers. Non-specific cross-reacting bands are indicated by (*). Arrow heads indicate specific FLAG-AGO bands. (b) Relative abundance of AGO1 and AGO4 proteins in flowers. A series of dilution were made for AGO1 and AGO4. Non-specific cross-reacting bands (*) serve as internal controls. (c) Fractionation of crude extracts containing FLAG-AGO1 by gel filtration. (i) The first two lanes from the left show western blot analysis of unfractionated extracts (UE) of Col-0 control and *FLAG-AGO1/ago1-36.* The next two lanes show single-step immunoprecipitation of the two samples (Col-0 and *FLAG-AGO1/ago1-36*) using FLAG antibody. Note that FLAG-AGO1 has a molecular mass of approximately 120 kDa. The unfractionated extracts from *FLAG-AGO1/ago1-36* were fractionated by gel filtration and 80 fractions (numbers shown) were collected. An aliquot of each fraction was immunoprecipitated with M2-agorase antibody and purified FLAG-AGO1 was detected by western blot using a different FLAG antibody. (ii) The same membrane was stained with Coomassie brilliant blue to monitor the size of FLAG-AGO1. (iii) Another aliquots of gel filtration fractions were used for smRNA blot analyses of miR159 and miR165. (d) Two-step purification of AGO4-smRNA complexes. (i) Unfractionated extracts (UE) and samples derived from two-step purification (TSP) were analyzed by SDS gel stained with Coomassie brilliant blue. (ii) Western blot analysis of unfractionated extracts (UE) and samples derived from TSP using an anti-FLAG antibody.

Immunoprecipitation (IP) has been widely used to isolate AGO protein/smRNA complexes (Mi *et al.*, 2008; Montgomery *et al.*, 2008a). However, owing to the high homology of AGO family proteins and low specificity of antibodies, complexes isolated by single-step IP may still contain contaminating proteins caused by non-specific cross-reactions (Figure 1c, IP lanes). To obtain AGO complexes of high purity, we developed a two-step purification (TSP) protocol. Protein extracts from *P*_*AGO1*_*-FLAG-AGO1/ago1-36* seedlings were first fractionated through a gel filtration column and fractions 17–27 containing FLAG-AGO1 (Figure 1c) were used for further purification by IP and smRNA isolation. Since AGO1 is the dominant player in the miRNA pathway, we hypothesized that miRNAs should be co-fractionated with it. Figure 1(c) shows that miR159 and miR165 were distributed in a broader range of fractions than the FLAG-AGO1, indicating the association of these miRNAs with other AGO complexes. Using the TSP protocol we also obtained FLAG-AGO4 complexes of high purity (Figure 1d).

### Identification and characterization of smRNAs associated with AGO1/AGO4-smRNA complexes

Small non-coding RNAs of purified AGO1/AGO4 complexes from seedlings and three different organs were subjected to deep sequencing (Figure S1). 

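FLAG-tagged AGO1 or AGO4 was purified by gel filtration followed by immunoprecipitation, and the smRNAs bound to it were sequenced from flowers, leaves, roots and seedlings. For each AGO and organ 1 library was made, so no value has a replicate, and results are given for each organ or as the median and range over the 4 organs. The authors deposited every distinct sequence of 19 to 28 nt in a library with its clone number, that is the count of reads with this sequence after removal of adaptors, without normalization. The 4 AGO1 TSP libraries held from 2544408 (roots) to 4839651 (seedlings) such reads with a median of 3390874, and the 4 AGO4 TSP libraries from 3742946 (roots) to 4238306 (seedlings) with a median of 4000094. Each sequence was searched for perfect matches on both strands of the nuclear, chloroplast and mitochondrial genomes of TAIR10.1, a later release than the TAIR9 used in the paper, and only matched sequences were used further. Clone numbers were normalized by the number of perfectly matched reads of the library and are given in RPM, as in the paper. A single read was worth 0.233 to 0.471 RPM in the AGO1 TSP libraries and 0.293 to 0.411 RPM in the AGO4 TSP libraries. Intervals are 95% Wilson confidence intervals of a share of reads or sequences. They cover counting error only, since amplified reads are not independent molecules and variation between plants or purifications was not measured.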

Unfractionated smRNAs from the corresponding samples of non-transformed wild-type (WT) plants were also sequenced. 

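The total smRNAs of WT plants were sequenced from the same organs without purification of an AGO protein, again with 1 library per organ. These unfractionated libraries held from 3474472 (roots) to 5406787 (seedlings) reads of 19 to 28 nt, with a median of 4981841. A single read corresponded to 0.219 to 0.353 RPM.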

Each sample yielded approximately 3–6 million total reads of smRNA sequences. After removal of adaptor sequences, reads with lengths between 19- and 28-nt (2.5–5.4 million per sample) were further processed. 

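Perfect matches to the TAIR10.1 genome were found for 81.5 to 84.3% of the reads in the unfractionated libraries and for 83.5% (roots) to 88.8% (seedlings) of the reads in the AGO1 TSP libraries. In the AGO4 TSP libraries the matched share was 83.0% in flowers, 79.6% in leaves, 81.3% in roots and 57.5% in seedlings (Wilson interval 57.4 to 57.5%). Counted over distinct sequences, the seedling AGO4 TSP library also had the lowest matched share of all 14 libraries, at 48.6%.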

Approximately 57–89% of the reads were mapped perfectly to the Arabidopsis genome and included in our analysis (Table S2).

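AGO1 complexes were also obtained by immunoprecipitation with the FLAG antibody but without gel filtration (AGO1 IP), with 1 library from flowers and 1 from roots. The deposited clone numbers of these libraries are raw counts of the same kind. The flower IP library held 2629691 reads of 19 to 28 nt, of which 84.4% matched the genome perfectly, and the root IP library 2930561 reads, of which 82.3% matched. A single read was worth 0.451 RPM in the former and 0.415 RPM in the latter.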

To examine whether the TSP method indeed produced better results, we also obtained AGO1-associated smRNA sequences from Arabidopsis flowers and roots by the IP method. Three to 5 million smRNAs were obtained from both the IP and TSP samples. 

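Matched sequences with at least 10 reads in one library were looked up in the library of the same organ made by the other method, where 1 read was enough to count as detected. In flowers, 9589 of the 9620 IP sequences were found in the TSP library (99.7%, Wilson interval 99.5 to 99.8%), and 12509 of the 18076 TSP sequences were found in the IP library (69.2%, 68.5 to 69.9%). In roots, the TSP library contained 6592 of the 6772 IP sequences (97.3%, 96.9 to 97.7%) and the IP library 7662 of the 12413 TSP sequences (61.7%, 60.9 to 62.6%). The share of IP sequences found by TSP moved most with a threshold of 5 reads, to 86.6% in roots. The reverse share moved most when sequences of housekeeping ncRNAs (tRNA, rRNA, snoRNA and snRNA) were left out, a setting chosen after the values were seen, and was then 83.6% in flowers and 68.7% in roots.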

Nearly all smRNAs in the IP samples with clone numbers no less than 10 were included in the TSP samples, whereas only 60–70% of smRNAs with the same clone number threshold in the TSP samples were detected in the IP samples (Figure S2A,B). Therefore, the TSP method is more sensitive and robust in identification of smRNAs than IP purification, especially for low-abundance smRNAs. 

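No read in the IP library was found for 5567 of the flower TSP sequences and 4751 of the root TSP sequences with at least 10 reads. Housekeeping ncRNAs gave rise to 59.2% of these sequences in flowers and 52.7% in roots. Among the TSP sequences that the IP library did contain, they made up 7.05% in flowers and 35.7% in roots. From the unequal shares in the 2 directions, the paper concludes that TSP recovers more of the AGO1-associated smRNAs than IP does.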

The increased output of Illumina sequencing technology and the separation of AGO-associated smRNAs from different organs allowed us to obtain smRNA populations much larger than those reported previously (Qi *et al.*, 2006; Mi *et al.*, 2008). More than 50% of AGO1-associated smRNAs and 95% of AGO4-associated smRNAs (both with clone numbers no less than 10) reported previously (Mi *et al.*, 2008) were included in our data sets (Figure S2C,D). With the same threshold, only about 17% of AGO1-associated smRNAs and 26% of AGO4-associated smRNAs in our data sets were identified previously (Mi *et al.*, 2008), and the proportion was even lower for smRNAs with fewer clone numbers.

As reported previously, total smRNAs extracted from plants without AGO affinity purification were dominated by 21-nt and 24-nt long species, with the population of 24-nt smRNAs much larger than the 21-nt ones. 

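In the unfractionated libraries, 24-nt smRNAs made up 22.7% (seedlings) to 51.0% (flowers) of the matched reads, with a median of 36.1%, and 21-nt smRNAs 12.1 to 17.1%, with a median of 14.3%. Over non-redundant sequences the medians were 51.6% for 24 nt and 8.07% for 21 nt.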

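Reads of 21 nt accounted for 45.9% of the matched reads of the AGO1 TSP library in flowers, 53.6% in leaves, 24.3% in roots and 39.2% in seedlings, with a median of 42.6%, and were the largest length class in each organ. In roots the 20-nt class followed with 20.1%. The AGO1 IP libraries had 49.2% of 21-nt reads in flowers and 46.1% in roots. The median moved most when only sequences with a single genome hit were counted, to 36.7%.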

The majority of AGO1-associated smRNAs were 21-nt long (Figures 2 and S3). By contrast, AGO4-associated smRNAs were overwhelmingly dominated by 24-nt species, with a clear depletion of 21-nt smRNAs. 

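In the AGO4 TSP libraries 24-nt reads made up 81.3% of the matched reads in flowers, 83.3% in leaves, 63.8% in roots and 83.1% in seedlings, with a median of 82.2%. Reads of 21 nt made up a median of 1.88% (1.45 to 4.03%). With sequences of at least 2 reads only, the median share of 24-nt reads rose to 87.8%.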

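Among the matched reads of the AGO1 TSP libraries, 15.0% in flowers, 10.0% in leaves, 12.9% in roots and 10.5% in seedlings were 24 nt long, a median of 11.7%. Over non-redundant sequences the share of this length was 26.1, 23.2, 41.9 and 36.0% in the same order, from 176673, 76218, 134838 and 197526 distinct sequences. The median share of reads moved most, to 8.26%, when the 24-nt miRNA miR163 was left out, which was chosen after the values were seen.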

Surprisingly, a large group of 24-nt smRNAs were also detected in all AGO1 affinity purified samples (accounting for 10–15% of total AGO1-associated smRNAs and 23–42% of non-redundant AGO1-associated smRNAs; Table S2). Both the 21-nt and 24-nt smRNAs were also detected in the purified AGO1 sample by ethidium bromide staining (Figure S1). 

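Counted over non-redundant sequences, 21-nt smRNAs made up a median of 22.7% of the AGO1 TSP libraries, from 13.6% in roots to 28.4% in leaves. The median for 24-nt smRNAs, counted in the same way, was 31.0%.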

The number of 21-nt smRNAs in the AGO1-associated total smRNA population reduced significantly when non-redundant sequences were analyzed, but that of the 24-nt smRNAs did not change much. This result indicates that AGO1-associated 24-nt smRNAs comprised a large number of diversified sequences with low expression abundance (Figures 2a,b and S3). 

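In the AGO1 TSP libraries a distinct 21-nt sequence had on average 9.92 reads in flowers, 13.9 in leaves, 11.8 in roots and 14 in seedlings, and a distinct 24-nt sequence 2.92, 3.18, 2.03 and 2.28 reads. Of the 24-nt sequences, 78.7% in flowers to 85.7% in seedlings were read once. The 10 most-read 24-nt sequences nevertheless held 40.6% of the 24-nt reads in flowers, 58.4% in leaves, 13% in roots and 39.6% in seedlings. For 21-nt reads the corresponding shares were 58.0, 66.2, 44.2 and 49.5%. From the difference between total and non-redundant counts, the paper concludes that the 24-nt smRNAs were diverse and of low abundance.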

Consistent with previous reports (Mi *et al.*, 2008; Takeda *et al.*, 2008), strong preferences for the 5′-first nucleotide of ‘U’ for AGO1-associated smRNAs and ‘A’ for AGO4-associated smRNAs were observed for both total and non-redundant smRNA sequences (Figures 2c,d and S3).

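Over all lengths, 78.2% of the AGO1 TSP reads in flowers, 95.0% in leaves, 50.6% in roots and 87.9% in seedlings started with U, a median of 83.1%. Over non-redundant sequences the median was 65.2%, from 40.7% in roots, where 43.6% started with A, to 82.9% in leaves. Of the AGO4 TSP reads, 72.0% in flowers, 83.0% in leaves, 70.1% in roots and 80.3% in seedlings started with A, a median of 76.1%, and the median over non-redundant sequences was 72.4% (69.9 to 76.1%). In the unfractionated libraries the median shares were 28.8% for U and 38.3% for A.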

**Figure 2:**
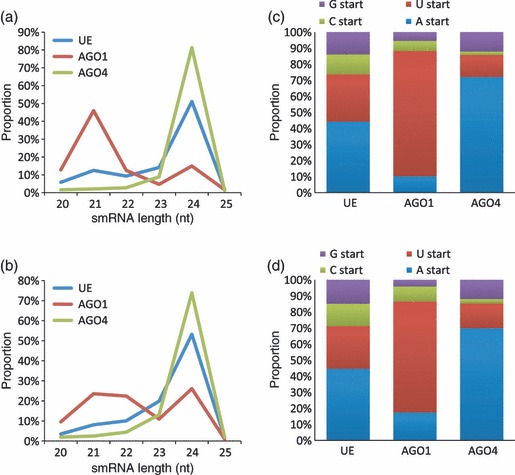
Size distribution and first nucleotide preference of small non-coding RNAs (smRNAs) from flowers in the unfractionated sample and AGO1/AGO4 complexes. The first two panels show the size distribution of total (a) and non-redundant (b) smRNAs. The *x*-axis presents the length of smRNA (in nucleotides, nt) and the *y*-axis presents the proportion of each smRNA class. The last two panels show the relative abundance of total (c) and non-redundant (d) smRNAs with different 5′ terminal nucleotides and their AGO association. UE, unfractionated samples.

### Differences between AGO1 and AGO4-associated 24-nt smRNAs

To investigate the functional relationship of AGO1 and AGO4, we compared smRNAs preferentially associated with either AGO. We considered a smRNA as dominantly associated with AGO1 if its normalized clone number in the AGO1 sample was at least five times larger than that in the AGO4 sample, and vice versa. We further separated the Arabidopsis genomic sequences into 100-nt sub-regions and calculated the total AGO dominance of each region individually. 

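For each organ, the RPM of all reads of 1 length and AGO were summed over each 100-nt sub-region of the genome, with a read divided by its number of genome hits, and a sub-region was called dominant for 1 AGO when this sum was at least 5 times that of the other AGO. Of the sub-regions dominant for AGO1 in 21-nt smRNAs, 28.0% of 86432 in flowers, 25.3% of 80712 in leaves, 48.6% of 25391 in roots and 45.5% of 90924 in seedlings were not dominant for AGO4 in 24-nt smRNAs, a median of 36.7%. Of those dominant for AGO4 in 24-nt smRNAs, 73.2% of 232328 in flowers, 75.4% of 244900 in leaves, 93.2% of 191424 in roots and 78.0% of 225867 in seedlings were not dominant for AGO1 in 21-nt smRNAs, a median of 76.7%. With at least 10 reads required in a sub-region, the medians were 61.8% and 98.8%, while calls on single sequences in place of sub-regions gave 13% and 61.3%. Sub-regions with few reads limit these calls, and so do the unmatched AGO4 reads in seedlings, since only matched reads were used. In simulated libraries without any preference, 26.3% of 3364 sub-regions with 4 reads were called dominant, against 0% of 3284 with 40 reads. The features of TAIR10.1 at the 24-nt sub-regions dominant for AGO4 were intergenic in 55.6%, pseudogenes in 31.2% and protein-coding genes in 11.9%. The same features covered 33.5, 9.09 and 54.7% of the 1196690 sub-regions of the genome.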

The genomic loci of about 95.9% of AGO1-dominant 21-nt smRNAs and 95.7% of AGO4-dominant 24-nt smRNAs did not overlap, with most AGO4-associated 24-nt smRNAs being derived from heterochromatin regions, transposons and pseudogenes.

As the AGO1-associated 24-nt smRNAs were not well studied previously, we first examined their relationships with the 21-nt ones. Only 1.3% of AGO1-dominant 24-nt smRNAs were produced from the same loci as 21-nt smRNAs, but with much lower clone numbers (Table S3). By contrast, 99.6% of AGO4-dominant 21-nt smRNAs overlapped with 24-nt ones (Table S3). These observations suggested that the AGO1-dominant 21-nt and 24-nt smRNAs have different genomic origins, whereas the AGO4-preferred 21-nt smRNAs are mainly length isovariants of the 24-nt ones.

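Of the sub-regions dominant for AGO1 in 24-nt smRNAs, 17.9% of 5239 in flowers, 17.9% of 3745 in leaves, 11.9% of 9246 in roots and 34.8% of 24810 in seedlings were also dominant for AGO1 in 21-nt smRNAs, with a median of 17.9%. Counted over the 24-nt reads in place of sub-regions, a setting chosen after the values were seen, the median was 93.7%. The calls use matched reads only, and in the AGO4 TSP library from seedlings 57.5% of the reads matched. Dominance for AGO1 in seedlings may thus be called where AGO4 reads are missing. With the unmatched 24-nt reads of both AGOs added at their single position within 2 substitutions of the genome, also chosen later, the share was 34.7% of 22762 sub-regions in seedlings.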

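Sub-regions dominant for AGO4 in 21-nt smRNAs were also dominant for AGO4 in 24-nt smRNAs in 79.5% of 18110 cases in flowers, 86.2% of 19461 in leaves, 66.5% of 38467 in roots and 87.9% of 20017 in seedlings, with a median of 82.9%. From the low overlap of lengths for AGO1 and the high overlap for AGO4, the paper proposes separate genomic origins of the AGO1-dominant 21-nt and 24-nt smRNAs, and that AGO4-preferred 21-nt smRNAs are length variants of the 24-nt ones.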

Moreover, although around 70% of genomic loci giving rise to AGO1-preferred 24-nt smRNAs were located in intergenic, heterochromatin or centromeric regions (Figure 3a), only 5% of AGO1-preferred 24-nt smRNA loci overlapped with those producing AGO4-preferred smRNAs. Therefore, the AGO1-preferred 24-nt smRNAs were unique and not due to contamination by the AGO4-preferred ones. 

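Intergenic sequence made up a median of 45.8% (39.2 to 55.3%) of the 24-nt sub-regions dominant for AGO1. Protein-coding genes made up 22.3%, pseudogenes 20.8% and housekeeping ncRNA genes 6.85%. With classes taken at the central base, the intergenic share was 49.9%. With at least 10 reads in a sub-region, it was 22.5% (11.3 to 65.7%) and that of housekeeping ncRNA genes 58.6% (12.5 to 74.1%). To compare loci of the 2 AGOs, a sub-region was counted when it held any 24-nt sequence dominant for AGO1. Of these sub-regions, 95.5% of 107246 in flowers, 96.1% of 87957 in leaves, 91.0% of 90950 in roots and 82.6% of 138041 in seedlings also held a sequence dominant for AGO4, with a median of 93.3%. This counts sequences of any read number, and with at least 10 reads per sequence the median was 81.8%. When dominance was called on the sums over sub-regions, which excludes dominance for both AGOs in 24-nt smRNAs, it was 2.02%. From few shared loci, the paper concludes that the AGO1-preferred 24-nt smRNAs did not come from contamination with AGO4-preferred ones.

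**Figure D1:**
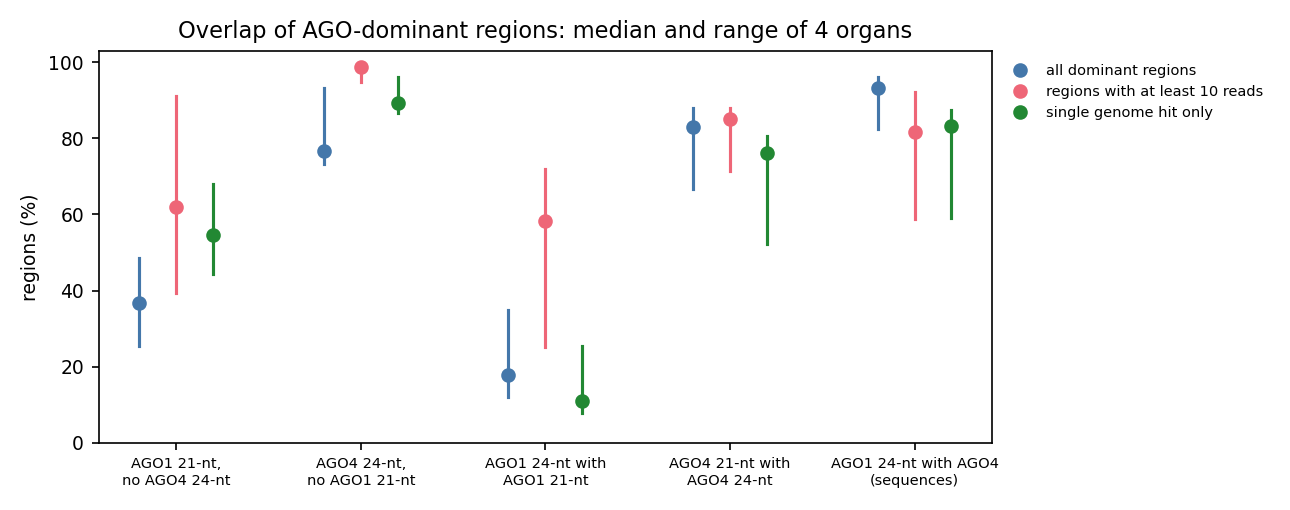
Percentage of AGO-dominant sub-regions that meet each of the 5 conditions on the x axis, with points for the median and lines for the range of the 4 organs. Blue marks all dominant sub-regions, red those with at least 10 reads and green those from reads with a single genome hit, and in the fifth group dominance was called on single sequences, where the blue median is 93.3%.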

Interestingly, 24-nt smRNAs derived from tRNAs, rRNAs, small nucleolar RNAs (snoRNAs) and small nuclear RNAs (snRNAs) were preferentially identified in the AGO1 but not the AGO4 pull-down samples (Figure 3b). These housekeeping non-coding RNA (ncRNA)-derived 24-nt smRNAs accounted for 2–22% of AGO1-associated 24-nt smRNAs in the examined samples.

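The 24-nt reads on the sense strand of annotated tRNA, rRNA, snoRNA and snRNA genes were summed in RPM for each TSP library. The sum in AGO1 was 5.47 times that in AGO4 in flowers, 0.459 times in leaves, 4.40 times in roots and 1.55 times in seedlings. In roots the difference came mostly with snoRNAs, which had 14810 RPM in AGO1 and 98.9 RPM in AGO4. Root tRNAs had 1225 and 66.7 RPM, while the ratio for rRNAs was 1.07. In seedlings the ratio was 0.800 for rRNAs, 13.3 for tRNAs, 1.51 for snRNAs and 23.5 for snoRNAs.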

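As a share of the 24-nt reads of each AGO1 TSP library, housekeeping ncRNAs accounted for 5.63% in flowers (29043 reads), 0.694% in leaves (1683 reads), 16.3% in roots (44633 reads) and 2.23% in seedlings (10003 reads), with a median of 3.93%. Over non-redundant 24-nt sequences the median was 1.07%. In the AGO4 TSP libraries these shares of reads were 0.190, 0.182, 0.748 and 0.181%, and in the unfractionated libraries 1.56, 4.71, 6.04 and 18.3%, in the same order of organs. Fragments of rRNA made up 5.2 percentage points of the flower share in AGO1, and snoRNA fragments 11.5 points of the root share.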

**Figure 3:**
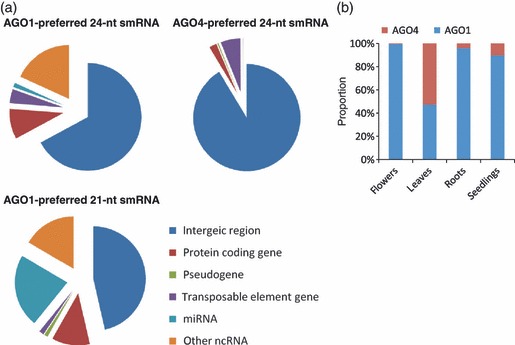
Genomic features of AGO1- and AGO4-preferred smRNA species. (a) Genomic features of loci preferentially generating AGO1/AGO4-preferred 21- and 24-nucleotide (nt) small non-coding RNAs (smRNAs). (b) AGO-preference of 24-nt smRNAs derived from tRNA, rRNA, small nuclear RNA (snRNA) and small nucleolar RNA (snoRNA). The *y*-axis presents the proportion of smRNAs preferentially associated with each AGO.

### Classification of known miRNAs and identification of new miRNAs

Among the 224 Arabidopsis miRNAs/miR*s recorded in the miRBase (version 15), 198 were detected in one or more samples. 

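Reads that matched an annotated mature miRNA or miRNA* exactly were counted in all 14 libraries. Of the 428 mature miRNAs in the TAIR10.1 annotation, a later set than that of the paper, 371 had at least 1 read, corresponding to 303 of 350 distinct sequences. At least 10 reads in 1 library were found for 287 of the 428, and 404 had a read when the ends were allowed to vary.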

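Counts of the annotated mature miRNAs were compared between the 4 AGO1 TSP and the 4 AGO4 TSP libraries with edgeR's quasi-likelihood test, with the organ as a block and the perfectly matched reads as library sizes. The 4 organs stand in for replicates, so the test sets the difference between the AGOs against its variation over organs. Of 211 miRNA sequences with at least 10 reads in the 8 libraries, 182 were higher in AGO1 and 3 higher in AGO4 at an adjusted p-value under 0.05 (Benjamini-Hochberg adjustment), and the median log2 fold change was 6.07. In the AGO4 libraries 109 of the 211 had at most 3 reads in every organ, 98 of them among the 182, and with these at their lower bound the median was 4.16. Scaling by the miRNAs themselves changed this split. TMM factors gave 9 higher in AGO1 and 21 higher in AGO4 with a median log2 fold change of 1.11, and DESeq2's own size factors 11 and 28 with a median of -0.56. The AGO1-associated miRNAs with the largest change in the same direction in all organs had 0 or 1 read in AGO4. Expressed against the limit of 3 reads, miR5651 (UUGUGCGGUUCAAAUAGUAAC, chromosome 3 from 17178489 to 17178509) was at least 22.5-fold higher in AGO1, miR5997 at least 18.2-fold, miR777 at least 40.4-fold, miR864-5p at least 49.7-fold and miR169d at least 34.4-fold. Their adjusted p-values from edgeR's quasi-likelihood test were 2.7e-10, 6.3e-10, 1.5e-11, 3.1e-11 and 2.4e-11, and each was above 0.05 both with TMM factors and with DESeq2's own size factors. The abundant miR159a had 578376 reads in AGO1 and 2617 in AGO4 (log2 fold change 7.77, standard error 0.98, adjusted p = 1.0e-12 from the same edgeR test), and miR165a-3p had 263624 and 2158 (7.04, standard error 0.97, adjusted p = 1.1e-11). For miR156a-5p the numbers were 30881 and 209 reads (6.22, standard error 0.96, adjusted p = 7.8e-10 from the same edgeR test). Only miR829-3p.1 (AGCUCUGAUACCAAAUGAUGGAAU, chromosome 1 from 11834094 to 11834117, minus strand) was higher in AGO4 in all 4 organs, with 136 reads in AGO1 and 1562 in AGO4 (log2 fold change -3.81, standard error 0.87, adjusted p = 2.3e-05 from edgeR's quasi-likelihood test). Without the organ block its adjusted p was 0.0752, and over all alternatives it ranged from 6.9e-32 to 0.0752. The other miRNAs higher in AGO4, miR5639-3p (1 read in AGO1 and 21 in AGO4) and miR169f-3p (0 and 12), are named after their values were seen.

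**Figure D2:**
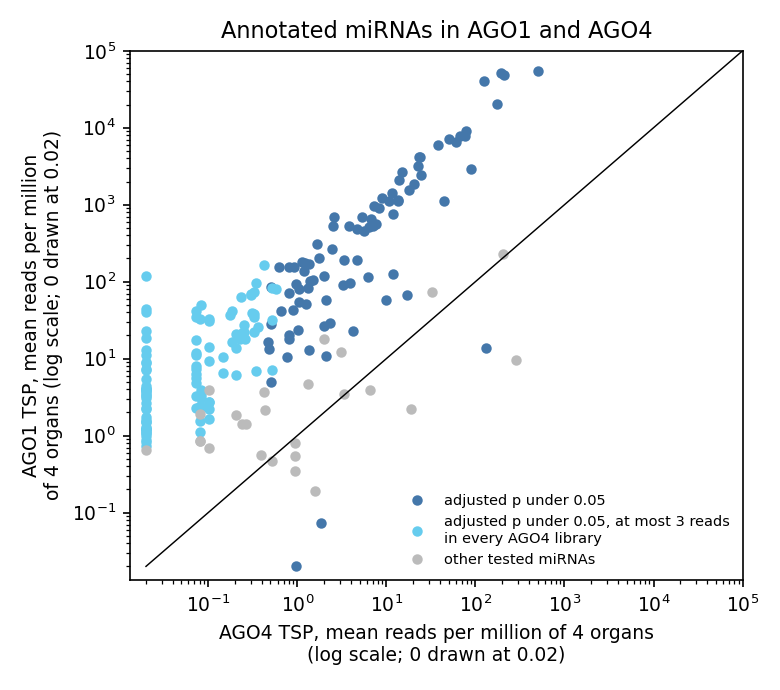
Mean RPM of each of the 211 tested miRNAs in the 4 AGO1 TSP libraries (y axis) and the 4 AGO4 TSP libraries (x axis), both on log scales with 0 drawn at 0.02, and a line where both are equal. Dark blue marks an adjusted p under 0.05, light blue the 98 of these with at most 3 reads in every AGO4 library, and grey the other miRNAs.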

Most miRNAs exhibited a strong preference for AGO1 and were depleted in the AGO4 complexes (Figures 4 and S4). The characterization of smRNAs from various tissues enabled us to investigate the organ-specific expression of miRNAs. Overall, the founding members of Arabidopsis miRNAs exhibited much higher expression in all examined samples than those identified later. 

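Annotated miRNAs made up 41.5% of the matched reads of the AGO1 TSP library in flowers, 61.3% in leaves, 18.8% in roots and 56.3% in seedlings. In the unfractionated libraries the shares were 6.24, 9.0, 4.47 and 5.49%, and in the AGO4 TSP libraries 0.612, 0.179, 0.304 and 0.554%, in the same order. The AGO1 IP libraries had 40.4% in flowers and 53.0% in roots. Distinct miRNA sequences detected by AGO1 TSP numbered 225 in flowers, 201 in leaves, 174 in roots and 236 in seedlings. Drawn down to the matched reads of the root library, the flower, leaf and seedling libraries had 214, 198 and 219 on average. The depth in miRNA reads was not made equal by this. The full root library held 399118 miRNA reads, and those of the other organs 1430125 to 2418727. The unfractionated libraries contained 251, 237, 210 and 245 distinct miRNA sequences.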

Among our samples, roots contained the lowest abundance and diversity of miRNAs (Figure 4). Table S4 shows the detailed expression of all detected miRNAs.

**Figure 4:**
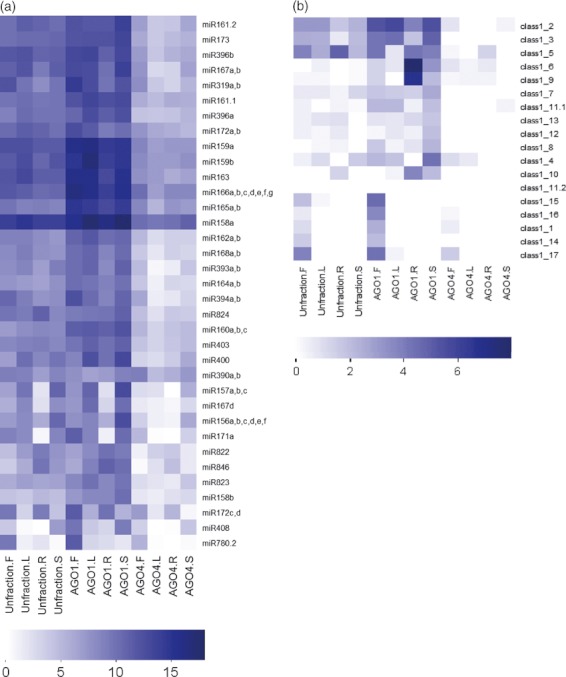
Expression heat map of known and new microRNAs (miRNAs). (a) Expression heat map of known miRNAs with clone numbers no less than 1000 in at least one sample. (b) Expression heat map of new miRNAs. F, flowers; L, leaves; R, roots; S, seedlings. Log_2_ values of normalized clone numbers of each miRNA are presented using color schemes below each panel. The miRNA abundance is positively correlated with the color intensity.

By mapping all cloned smRNAs to the precursors of annotated miRNAs, we observed that for most known miRNA precursors, perfectly matched smRNAs were centered around the mature miRNA sequences, and in certain cases, miRNA* sequences (Figure 5a, Table S5). By contrast, for precursors of 25 previously annotated miRNAs, cloned smRNAs covered almost every nucleotide of the precursors (Figure 5b, Table S5). Furthermore, these annotated miRNAs usually had low clone numbers and showed an equal or stronger preference for AGO4 rather than AGO1. Therefore, we proposed that these miRNAs may not be *bona fide* miRNAs, but rather siRNAs, although their ‘precursors’ also exhibited hairpin shaped secondary structures. 

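All matched reads of the 14 libraries were placed on the 325 annotated miRNA precursors, of which 306 had at least 10 reads. On 139 of these, at least 80% of the reads started within 2 nt of the 5' end of an annotated miRNA or miRNA*, with a median of 99.1%. On the other 167 the median was 13.4%. The precursor MIR156a (AT2G25095, chromosome 2 from 10676451 to 10676573, minus strand) had 46336 reads, 99.9% of them at these positions.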

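On 54 precursors, at least 90% of the nucleotides of each strand were covered by matched smRNAs. A median of 65.5% of the reads on these precursors were 24 nt long, against 0.123% on the centered ones. MIR406 (AT1G52185, chromosome 1 from 19430078 to 19430277, minus strand) had 527 reads over 88.0% of the nucleotides of its own strand and 92.5% of the other strand. It was below the limit of 90% on its own strand and so was not among the 54. Of its reads, 23.1% started at an annotated miRNA and 77.4% were 24 nt long.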

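The 54 precursors covered on both strands had a median of 1878 reads in the 14 libraries, and the 139 centered precursors a median of 8991. The median was 1846.5 over all precursors with at least 10 reads and 679 over those not centered. For the 54 precursors, the median was 14.3 RPM in the AGO1 TSP libraries and 86.9 RPM in the AGO4 TSP libraries, and for the centered ones 340.4 and 8.96 RPM. AGO4 was at least equal to AGO1 on 44 of the 54 and at least 5 times higher on 31, while AGO1 was at least 5 times higher on 2. MIR406, which is not among the 54, had 43 reads in AGO1 and 304 in AGO4, a ratio of 0.137 in RPM. From the coverage, the low clone numbers and the AGO preference, the paper proposes that such annotated miRNAs may be siRNAs rather than bona fide miRNAs, and its discussion also allows for young miRNAs.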

Ten annotated miRNA precursors had no detectable smRNAs in any of the examined samples (Table S5).

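No matched read was found in any of the 14 libraries on 6 annotated precursors, MIR413, MIR418, MIR419, MIR420, MIR774b and MIR10515, which are named after their values were seen. A further 13 precursors had fewer than 10 reads.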

**Figure 5:**
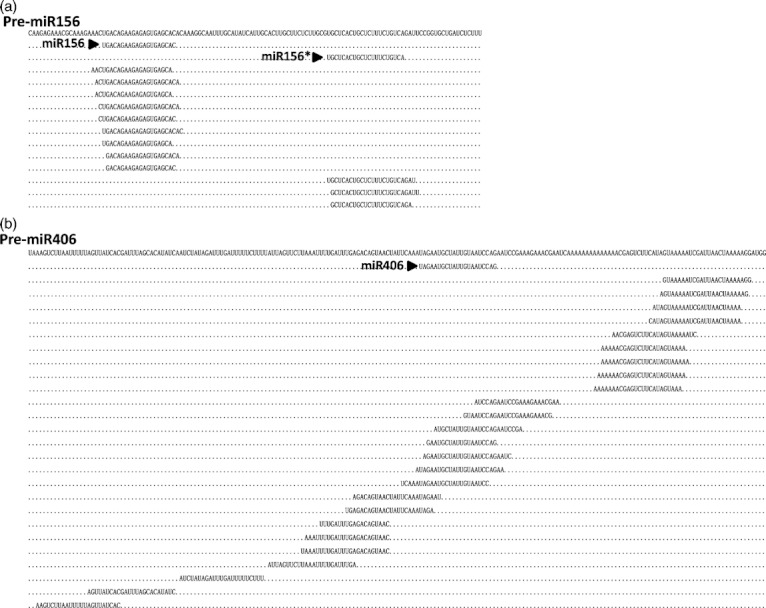
Examples of small non-coding RNA (smRNA) distribution on microRNA (miRNA) precursors. (a) Centered distribution of smRNAs around miR156 and miR156* (indicated by arrow heads) on pre-miR156. (b) Smeared distribution of smRNAs on pre-miR406. Nucleotide sequences outside of the cloned smRNAs on the miRNA precursors are presented by dots.

The above results led us to establish the following criteria for searching for new miRNAs, which were modified from previously published rules (Meyers *et al.*, 2008): (i) cloned smRNAs should be derived from hairpin-shaped precursors; (ii) cloned smRNAs should exhibit a clear preference for AGO1; (iii) the majority of all cloned smRNAs from the hairpin-shaped precursors should center around the putative miRNA and/or miRNA* sequences; (iv) miR* sequences should also be detected. According to these criteria, 18 candidates with clone numbers no less than 10 in one or more samples were identified and referred as new miRNAs (Figure 4b and Table S6).

### Collateral miRNAs and miRNA variants

A second miRNA species was reported to be encoded in the precursors of miR159 and miR319 (Talmor-Neiman *et al.*, 2006; Axtell *et al.*, 2007; Arenas-Huertero *et al.*, 2009). 

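Outside the annotated miRNAs of each precursor, the most-read sequence was located on TAIR10.1 and its reads in the AGO1 TSP libraries were counted. Such a sequence can also be an unannotated miRNA*, a class that the paper leaves out of its collateral miRNAs, and this was not checked. On MIR319a the most-read sequence was UAGCUUCCGACUCAUUCAUCC (chromosome 4 from 12353003 to 12353023, plus strand). On MIR319b, the most-read sequence AGAGCUUUCUUCGGUCCACUC (chromosome 5 from 16660618 to 16660638, minus strand) had 195 reads in flowers, 63 in leaves, 9 in roots and 140 in seedlings, and the next, AAUGAAUGAUGCGAGAGACAA (from 16660513 to 16660533), had 162, 30, 22 and 116. On MIR447a the second species, UAUGGAAGAAAUUGUAGUAUU (chromosome 4 from 1528148 to 1528168, minus strand), is annotated as miR447a.2-3p and lies 21 nt from miR447a-3p (UUGGGGACGAGAUGUUUUGUUG, from 1528190 to 1528211). Both sequences also match MIR447b. On MIR836 the second species was UGAAGGACCUGAAGCUAUGCU (chromosome 2 from 10634395 to 10634415, minus strand), with 1, 2, 2 and 15 reads. On MIR868, no sequence outside miR868-5p and miR868-3p had more than 3 reads in any of the 14 libraries, and miR868-5p itself had 65, 4, 3 and 2 reads in AGO1.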

Here, we also found second miRNA species with high clone numbers on the precursors of miR319a/b, miR447a/b, miR836 and miR868, as well as one new miRNA, namely class1_11. These collateral miRNAs did not overlap in sequence with the reported miRNAs or miRNA*s; some of them were located next to (e.g. class1_11.2) or 21-nt apart (e.g. miR447.2) from the reported miRNAs (Figure 6a and Table S7). Corresponding miRNA*s were also identified for six collateral miRNA species.

**Figure 6:**
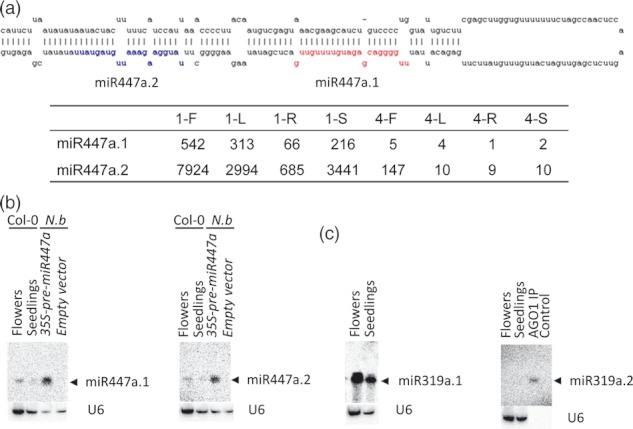
Two microRNAs (miRNAs) generated by the same miRNA precursor. (a) The sequence of miR447a.1 is highlighted in red and that of miR447a.2 in blue. ‘1’ and ‘4’ represent AGO1 and AGO4, respectively. F, flowers; L, leaves; R, roots and S, seedlings. Raw clone numbers in each sample are given. (b) Detection of two miRNAs derived from the precursor of miR447a by smRNA northern blot hybridization. Both miR447a.1 and miR447a.2 can be detected in Arabidopsis flowers and seedlings (10 μg total RNA) as well as *Nicotiana benthamiana* leaves which were transfected with 35S-pre-miR447a construct (2 μg total RNA). (c) Detection of miR319a.1 and miR319.2 by smRNA blot analysis. Each lane contained 10 μg total RNA. U6 RNA was used as a loading control. AGO1 complex was immunoprecipitated using an anti-FLAG monoclonal antibody from flower extracts (AGO1 IP).

The sequence of miR319b.2 was 2-nt shorter than that of miR319a.2. Phylogenetic analysis revealed that the sequences of both miR319a.2 and miR319b.2 were conserved in other dicots and monocots with available sequences, including wine grape, black cottonwood, soybean and rice. This is consistent with a recent report (Zhang *et al.*, 2010). Both miR319a.1 and miR319a.2 were detected in flowers and seedlings, with the former expressed at a higher level. 

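The miR319a sequence (chromosome 4 from 12353109 to 12353129, shared with miR319b) had 81684 reads in the AGO1 TSP library from flowers and 22035 in that from seedlings, against 151 and 238 reads of UAGCUUCCGACUCAUUCAUCC, the most-read unannotated sequence of MIR319a. Over the 4 organs miR319a had 273 times the reads of that sequence, and 195 times when the ends were allowed to vary. In the unfractionated libraries UAGCUUCCGACUCAUUCAUCC had 110 reads in flowers and 22 in seedlings. The paper gives miR319b.2 as 2 nt shorter than miR319a.2. A 23-nt sequence of MIR319a, AAUGAAUGAUGCGGUAGACAAAU (from 12353065 to 12353087), has the same first 13 nt as AAUGAAUGAUGCGAGAGACAA of MIR319b and is likewise 2 nt longer. In flowers, leaves, roots and seedlings it had 2, 0, 2 and 0 reads in AGO1 TSP, 15, 4, 33 and 17 in AGO4 TSP and 24, 2, 2 and 2 in the unfractionated libraries, and the AGO1 IP library from flowers held 6.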

Although miR319a.2 was barely detected in unfractionated samples, it could be detected in a purified AGO1 sample (Figure 6c). 

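In the AGO1 TSP libraries, miR447a.2-3p had 7924 reads in flowers, 2994 in leaves, 685 in roots and 3441 in seedlings, and miR447a-3p had 542, 313, 66 and 216. The ratio over the 4 organs was 13.2, and 8.58 when reads with other ends of the same miRNAs were included. In the unfractionated libraries it was 25.2.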

Some collateral miRNA species showed a much higher expression than their corresponding primary miRNAs, as exemplified by miR447.2 whose clone number was about 11 times higher than miR447.1 in the AGO1 complex. The expression of miR447.1 and miR447.2 was confirmed by smRNA northern blot hybridization (Figure 6b).

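A sequence variant was counted when it had another start or length than the annotated miRNA, lay on the same strand with its 5' end within 3 nt, and had at least 10 reads in 1 library. Variants of this kind were found for 210 of the 350 distinct miRNA sequences.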

Sequence variants (with shift, deletion or extension on sequences) with clone numbers no less than 10 were detected for 12 known miRNAs. 

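For 113 of the 210 miRNA sequences with a variant (53.8%), the most-read variant had more reads than the annotated sequence in at least 1 of the 14 libraries. This was the case in an AGO1 TSP library for 70 of them, and in the sum over all libraries for 62.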

For 11 of them, higher expression of miRNA variants were observed in at least one examined sample, indicating that the miRNA variants might be the functional forms in those samples (Table S8). Organ-specific expression profiles were also observed for the variants of some miRNAs, most of which were in concert with the expression profiles of their corresponding miRNAs.

### Identification of *trans*-acting siRNAs and phased smRNA clusters

Previous reports showed that transcripts of four *TAS* gene families (*TAS1* to *TAS4*) generate ta-siRNAs following cleavage by miRNAs (Montgomery *et al.*, 2008a,b; Felippes and Weigel, 2009). Because ta-siRNAs are processed sequentially from *TAS* transcript derived double-stranded (ds) RNAs, the cloned ta-siRNAs should exhibit in-phase positional patterns. We were able to recover phased ta-siRNAs for all *TAS1-4* family member transcripts from our samples. 

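The 21-nt reads on the 8 annotated TAS genes were assigned to 21 registers, with the 2-nt offset between strands taken into account. In the AGO1 TSP libraries the fullest register held from 26.2 to 84.3% of the reads of a gene. TAS1a (AT2G27400) lies on chromosome 2 from 11721539 to 11722468, TAS1b (AT1G50055) on chromosome 1 from 18549204 to 18550042, TAS1c (AT2G39675) on chromosome 2 from 16537288 to 16538277 and TAS2 (AT2G39681) next to it from 16539384 to 16540417. TAS3a (AT3G17185) lies on chromosome 3 from 5861491 to 5862437, TAS3b (AT5G49615) on chromosome 5 from 20134200 to 20134786, TAS3c (AT5G57735) on chromosome 5 from 23394005 to 23394500 and TAS4 (AT3G25795) on chromosome 3 from 9417551 to 9418705.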

Overall, the ta-siRNAs derived from *TAS1a-c*, *TAS2* and *TAS3a* were at least 10 times more abundant than those from *TAS3b*, *TAS3c* and *TAS4.* The expression of these ta-siRNAs exhibited strong organ preferences (Figure 7).

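The mean over the 4 AGO1 TSP libraries was 19139 RPM for TAS1c, 12352 for TAS2, 10327 for TAS1a, 8591 for TAS3a and 5518 for TAS1b, and 429 for TAS4, 315 for TAS3b and 82.4 for TAS3c. The lowest of the first 5 genes was 12.9 times the highest of the other 3, 8.88 times in the main register and 6.14 times in reads with a single genome hit. With 1 organ left out, the first of these ratios ranged from 8.65 (without seedlings) to 14.9 (without leaves). TAS1a, TAS1b and TAS2 were highest in seedlings, TAS1c, TAS3a and TAS4 in leaves, and TAS3b and TAS3c in flowers. TAS1a and TAS1b were lowest in flowers and the other 6 genes in roots.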

**Figure 7:**
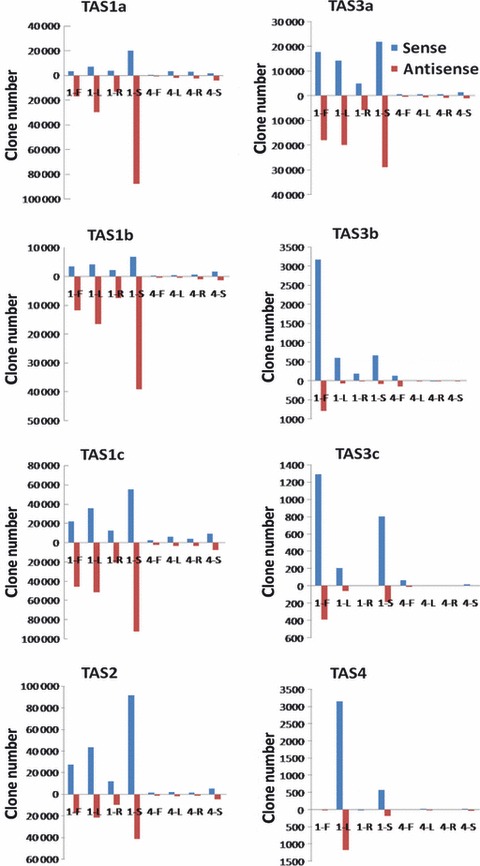
Phased small non-coding RNA (smRNA) clusters on *TAS1-4* genes. Bar charts present total clone numbers of phased smRNAs on the plus strand (blue bars) and minus strand (red bars) of known *TAS* genes in each sample. ‘1’ and ‘4’ represent AGO1 and AGO4, respectively. F, flowers; L, leaves; R, roots; S, seedlings.

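Reads of 21 nt made up from 60.9 to 87.1% of the AGO1 TSP reads of a TAS gene, and 79.7 to 95.7% of the 21-nt reads started with U. The mean RPM in AGO1 was 38.8 (TAS3b) to 107 (TAS3a) times that in AGO4 for 7 of the genes and 379.99 times for TAS4. For TAS4 only 11 reads were found in the 4 AGO4 TSP libraries, and without leaves its ratio was 32.8. Without flowers, TAS3b had 6 AGO4 reads and a ratio of 177.5, and TAS3c had 2 AGO4 reads.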

Most ta-siRNAs were 21-nt ‘U-start’ smRNAs and predominantly associated with AGO1, with very few ta-siRNAs also identified in the AGO4 complex (Figure 7). The AGO selection of most ta-siRNAs exhibited a strong strand preference. Although similar numbers of non-redundant ta-siRNAs were detected on both the sense and antisense strands of all known TAS genes (Vazquez *et al.*, 2004; Allen *et al.*, 2005; Lu *et al.*, 2006) (Figure S5), the total number of ta-siRNAs identified in our experiments were mainly derived from one strand of *TAS* transcripts (Figure 7).

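The strand with more 21-nt reads in AGO1 held 83.7% of the reads of TAS1a, 84.1% of TAS1b, 70.3% of TAS1c, 59.8% of TAS2, 59.7% of TAS3a, 81.8% of TAS3b, 65.5% of TAS3c and 74.8% of TAS4, with a median of 72.5%. For TAS2 it was the strand with more reads in 3 of the 4 organs. Of the distinct 21-nt sequences, 38.3% (TAS3a) to 68.6% (TAS3b) lay on that strand. Over the fullest register alone the median share of reads was 91.7%, the setting that moved it most.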

In addition to known ta-siRNAs, 18 phased smRNA clusters with a unit size of 21-nt were identified from intergenic regions (Table S9). 

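Intergenic clusters were searched in the 21-nt reads of all 14 libraries, with reads of any number of genome hits and the phasing rule of the paper, and 3554 were found. In simulated loci the search found 60 of 60 phased clusters and 0 in 39966 random loci. The random loci lay far apart and had few clones, unlike the dense reads of real clusters. This 0 therefore does not show how specific the rule is in these data. The fullest of the 21 registers held a median of 14.3% of the reads of a cluster. From reads with a single genome hit, 235 clusters were found, and the same rule applied to 24-nt reads gave 11121. The cluster with most reads (154826) lies on chromosome 3 from 1963644 to 1966224, next to the non-coding RNA gene AT3G01835. It was followed by chromosome 3 from 14192869 to 14193200 (87032 reads) and by 3 clusters at the start of chromosome 2, from 9400 to 9646 (75904 reads), from 5946 to 6570 (45652 reads), which begins where the 5.8S rRNA gene AT2G01020 ends, and from 6673 to 7089 (42561 reads).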

Most phased smRNAs were preferentially associated with AGO1 and enriched in flowers. 

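Of the 3554 clusters, 1242 had at least 5 times more RPM in the AGO1 TSP libraries than in the AGO4 TSP libraries and 204 the reverse. The highest AGO1 TSP library was that of flowers for 896 of the 3552 clusters with AGO reads. Among the 235 clusters from reads with a single genome hit, 205 had at least 5 times more in AGO1, 8 had at least 5 times more in AGO4, and 187 were highest in flowers. The ratio of AGO1 to AGO4 in the 5 clusters with most reads was 33.4, 1.67, 1.59, 3.02 and 0.741, in the order given.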

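The mean RPM of the unfractionated libraries was above that of both the AGO1 TSP and the AGO4 TSP libraries for 579 of the 3554 clusters, and for 6 of the 235 clusters from reads with a single genome hit.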

Small non-coding RNAs from three clusters are more abundant in unfractionated samples, which suggested that they might load in other AGO complexes.

### NAT-siRNAs

Bioinformatic analyses have previously predicted 2660 pairs of potential *cis*- and *trans*-NAT in Arabidopsis (Wang *et al.*, 2005, 2006), which are potential sources for nat-siRNAs. By mapping AGO1/4-associated smRNAs to the previously predicted Arabidopsis *cis*-NAT pairs, we found that 62 *cis*-NAT pairs contained perfectly matched smRNA sequences (Table S10). These smRNAs were mainly derived from the sequence complementarity regions of NAT pairs, and more than half of them exhibited a stronger affinity to AGO1. 

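Pairs of cis-NATs were taken from the TAIR10.1 annotation as protein-coding genes on opposite strands that overlap by at least 19 nt, which gave 2782 overlaps with a median length of 129 nt. Of these, 46 overlaps contained perfectly matched sequences with at least 10 reads summed over the AGO1 and AGO4 TSP libraries. Without this minimum the number was 1206, and with a single genome hit required it was 26. The 5 pairs with most reads held 78.7% of the 59471 reads in the overlaps. They were AT1G63615 and AT1G63630 (chromosome 1 from 23587005 to 23588064, 21611 reads), AT3G06435 and AT3G06436 (chromosome 3 from 1970340 to 1970946, 9182 reads), AT2G34110 and AT2G34100 (chromosome 2 from 14399534 to 14403317, 7770 reads), AT4G19830 and AT4G19840 (chromosome 4 from 10773804 to 10774087, 5169 reads), and AT2G10556 and AT2G10557 (chromosome 2 from 4106183 to 4106256, 3066 reads).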

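Of the 644 sequences with at least 10 reads in the overlaps, 209 (32.5%) had a higher RPM in AGO1 than in AGO4. The RPM summed over the 46 overlaps was 2528 in AGO1 and 2228 in AGO4, so that AGO1 held 53.1%, and 28.9% without the pair with most reads. Of the overlaps, 9 were higher in AGO1. AGO1 was at least 5 times higher in 4 and AGO4 at least 5 times higher in 25. In the 5 pairs with most reads, in the order given, the ratio of AGO1 to AGO4 was 112, 1.85, 0.218, 0.218 and 0.760. Among the 40 overlaps with AGO1 reads, the highest AGO1 library was flowers for 4, leaves for 11, roots for 14 and seedlings for 11.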

Organ-specific expression was also observed for some nat-siRNAs.

To examine whether the pairing of NAT transcripts was required for the production of their associated smRNAs, we calculated the smRNA density on different sequence regions. The average density of smRNAs on the overlapping regions of *cis-*NAT pairs was 2.29 times higher than that on all other gene transcripts, with a *P*-value of 2.085 × 10^−11^ as evaluated by the Mann–Whitney *U*-test.

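The density of smRNAs with at least 10 reads was computed as reads of the AGO1 and AGO4 TSP libraries per kb on each overlap and on each of 22039 other protein-coding transcripts, introns included. The mean was 51.2 on the overlaps and 119.9 on the other transcripts, a ratio of 0.427. Reads were present on 1.65% of the overlaps and 10.8% of the other transcripts. In a two-sided permutation test of the Mann-Whitney U statistic, used because of ties, p was 1e-05, the smallest that 100000 permutations can give, and the share of comparisons in which the overlap was higher was 0.455. The permutations take regions as independent. Regions are not replicates, however, and a read with several genome hits counts in each region that it matches, so p can be too small. Without the 5 highest densities of each group the ratio was 0.0723. With a single genome hit per sequence the ratio was 0.188.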

### Possible relationship with Pol IV and Pol V of AGO1/4-dominant smRNAs

Recent studies have shown that Pol IV and Pol V are involved in RNA-directed RNA methylation (RdDM). Pol IV is thought to play a role in smRNA biogenesis, whereas Pol V is reported to produce long non-coding transcripts from intergenic regions (Zhang *et al.*, 2007; Pikaard *et al.*, 2008). To investigate the AGO association of Pol IV/Pol V-dependent smRNAs, we compared our data with the reported loci of Pol IV-dependent and potential Pol V-dependent smRNA biogenesis (Mosher *et al.*, 2008). To ensure accuracy, only smRNAs with raw clone numbers more than five were selected for further analysis, which corresponded to around 28% of the total smRNAs. These smRNAs belonged to three categories: Pol IV (NRPD1a)-dependent, potential Pol V (NRPD1b)-dependent and potential Pol IV and Pol V co-dependent. Consistent with previous reports, smRNAs mapped to the potential Pol IV and Pol V co-dependent loci were mainly 24-nt long and associated with AGO4 (96% were AGO4-preferred), so were Pol IV-dependent smRNAs (92% were AGO4-preferred). We note that 96% of the potential Pol V-dependent smRNAs preferred to associate with AGO1, and majority of which were 21-nt long and with 5′ U (Figures S7 and S8). This observation suggested that AGO1 may also be involved in Pol V-mediated gene silencing pathway via 21-nt smRNAs.

## Discussion

With the continuous development of next-generation sequencing technologies, the number of sequences obtained from each reaction has been increasing significantly. In the pioneering studies of Arabidopsis AGO functions, the 454 and early stage Illumina sequencing technologies have been applied to identify small RNAs associated with AGO1 and AGO4 complexes (Qi *et al.*, 2006; Mi *et al.*, 2008). Here, we implemented a two-step purification strategy to obtain AGO–smRNA complexes of high purity; moreover, we determined smRNA sequences from AGO complexes of seedlings and three different organs. Aided by the improvement of Illumina sequencing technology, we were able to obtain 3–6 million total reads from each sample. Such more in-depth sequencing results and the aggregation of datasets not only recovered most previously reported smRNAs, but also uncovered millions of unknown ones. The combined results enabled us to identify several uncovered features of AGO functions and their associated smRNAs.

### Discovery of miRNAs

Thus far, more than 200 miRNA genes and numerous other types of smRNAs have been identified in Arabidopsis by classic cloning, computational prediction and pyrosequencing approaches (Zilberman *et al.*, 2003; Bartel, 2004; Sunkar and Zhu, 2004; Kasschau *et al.*, 2007; Adachi *et al.*, 2009; Grant-Downton *et al.*, 2009; Hsieh *et al.*, 2009; Chellappan *et al.*, 2010; Fahlgren *et al.*, 2010; Ma *et al.*, 2010). One outstanding issue is whether screening of miRNAs and other classes of smRNAs in Arabidopsis has already reached saturation. Given that thousands of miRNA genes have been identified in mammalian genomes, and this number continues to increase (Landgraf *et al.*, 2007), we believe that additional miRNAs would emerge if specific organs were analyzed or a more powerful sequencing technology applied.

Isolation of AGO/smRNA complexes followed by characterization of the smRNA population is a robust tool for identification of smRNAs. Irrespective of their origins, the smRNAs are eventually channeled into the AGO ‘sink’. The enrichment of smRNAs in presumably functional AGO complexes provides an important advantage for thorough identification of smRNAs, especially the low-abundant ones. Here, we have identified 18 miRNA candidates. Although these miRNA candidates are likely to be functional as they were recovered from AGO complexes and meet the miRNA definition criteria (Meyers *et al.*, 2008), many of them were not readily detected by RNA blots due to their relatively low abundance.

The large number of smRNA sequences and clear AGO preference enabled us to examine the expression of known miRNAs and their AGO preference. We found that precursors of some annotated miRNAs produce smRNAs that cover almost every nucleotide of both the forward and reverse strands of the corresponding genomic region. Moreover, these smRNAs have very low overall expression and do not show any AGO1 preference. We propose that these annotated miRNAs may not be *bona fide* miRNAs but rather siRNAs or the so-called young miRNAs (Fahlgren *et al.*, 2007).

We have confirmed and extended a miRNA processing pattern in plants in which two distinct miRNAs appeared to be encoded by the same precursor (Talmor-Neiman *et al.*, 2006; Axtell *et al.*, 2007). Such a phenomenon of second miRNAs, which we called ‘collateral miRNA’, is quite similar to miRNA clusters and miRNA cistrons in mammalian systems. Collateral miRNAs are likely to have appeared early in plant evolution as they are found not only in eudicots and rice, but also in lower plants. The conserved sequence of collateral miRNA encoded by pre-miR319 in several dicots and monocot suggested its functional conservation.

### Phased smRNAs and nat-siRNAs

We have also discovered many nat-siRNAs and phased smRNAs, along with their tissue-specific expression. The large number of phased smRNAs suggested the presence of many ta-siRNA-like loci or uncovered smRNA classes whose functions await further biochemical characterizations. The detection of phased siRNAs related to NAT pairs extended the notion that the latter may be regulated by PTGS via siRNAs. We believe that our data represent a lower limit and additional siRNAs may be discovered from plants subject to biotic or abiotic stresses. The numerous smRNAs with organ-specific origins and AGO-association preferences provided here can also serve as a resource pool for future identification of other functional smRNAs.

### AGO-associated smRNAs and DNA methylation

One unexpected finding of this work is the discovery of a large proportion of 24-nt smRNAs from the AGO1 complexes. In fact, the association of 24-nt smRNAs with the AGO1 complex was previously observed but not investigated further (Qi *et al.*, 2006). These 24-nt smRNAs are not contaminations of AGO4-associated ones, because 91% of AGO1-associated 24-nt smRNAs start with ‘U’, whereas 63% of AGO4-associated 24-nt ones have a 5′-first nucleotide of ‘A’. 

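Among the 24-nt reads, 73.7% of those in the AGO1 TSP library from flowers (Wilson interval 73.6 to 73.9%), 94.8% in leaves (94.7 to 94.9%), 38.0% in roots (37.8 to 38.2%) and 70.5% in seedlings (70.3 to 70.6%) started with U, a median of 72.1%. In roots 45.4% started with A. Over non-redundant 24-nt sequences the median for U was 55.6%. In the AGO4 TSP libraries the 24-nt reads started with A in 75.1, 84.7, 80.4 and 82.4%, a median of 81.4%, and with U in a median of 8.93%. The unfractionated libraries had a median of 19.8% U among 24-nt reads. The miRNA miR163 (24 nt, 5' U, chromosome 1 from 24884359 to 24884382, plus strand), singled out after its values were seen, held 38.4% of the 24-nt reads of AGO1 TSP in flowers, 58.0% in leaves, 5.78% in roots and 38.3% in seedlings. Without it, 57.4, 87.6, 34.2 and 52.1% of the 24-nt reads started with U. Among sequences dominant for 1 AGO, pooled over the organs, 79.1% of the AGO1 reads of 24 nt started with U and 81.6% of the AGO4 reads with A. From the different 5' nucleotides, the paper concludes that the AGO1-associated 24-nt smRNAs are not contaminations by AGO4-associated ones.

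**Figure D3:**
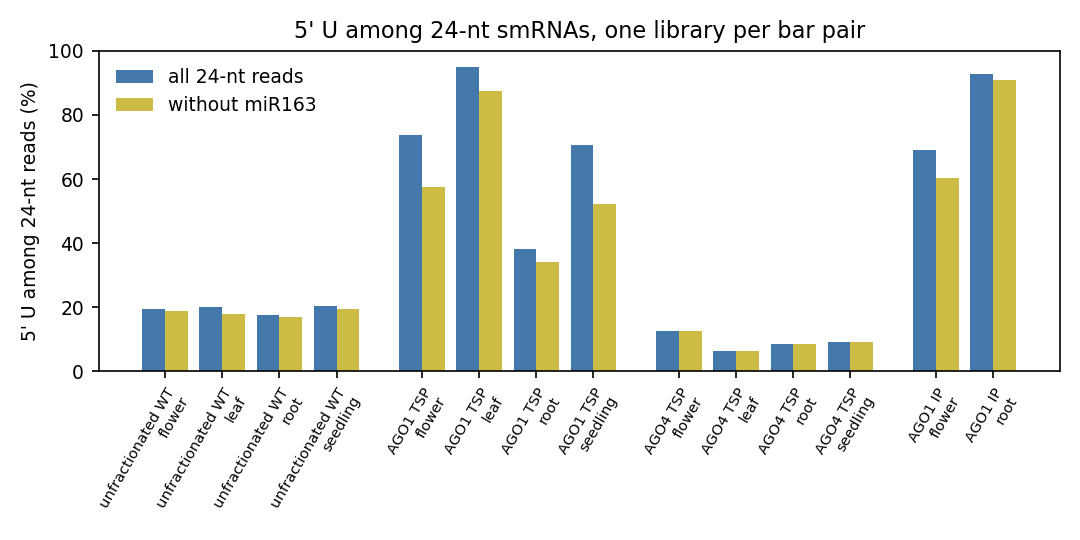
Percentage of 24-nt reads that start with U (y axis) in each of the 14 libraries (x axis), over all 24-nt reads (blue bars) and without miR163 (yellow bars), with 1 library per pair of bars and no replicates. Among the AGO1 TSP libraries, roots are lowest with 38.0% and leaves highest with 94.8%.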

Although both AGO1- and AGO4-associated 24-nt sequences were mostly derived from heterochromatin, transposons and repeat regions, few overlaps were found among their genomic locations. This result suggests that after cleavage by Dicer-like enzymes, 24-nt smRNAs from these regions were sorted into different AGOs according to their 5′-first nucleotides.

Accumulating evidence indicates that AGO4 plays a crucial role in the RNA-directed DNA methylation (RdDM) pathway involving 24-nt endogenous siRNAs (Chan *et al.*, 2004; Zilberman *et al.*, 2004; Qi *et al.*, 2006). Previous reports on AGO1-associated smRNAs mainly focused on the 21-nt species. Our results showed that a considerable amount of the smRNA species bound to AGO1 were 24-nt and mostly with 5′ U. These 24-nt smRNAs were mainly derived from intergenic regions. Also, these 24-nt smRNAs were unrelated in sequence to the 21-nt species but similar to AGO4-associated 24-nt smRNAs in that they were mostly produced from heterochromatin regions and transposons (Figure S6). As Arabidopsis *ago4* mutants did not exhibit obvious morphological phenotypes (Zilberman *et al.*, 2003), the presence of heterochromatin-produced 24-nt smRNAs in the AGO1 complex suggested that AGO1 may share functional redundancy with AGO4 in regulating RdDM.

RNA polymerase IV (Pol IV)/Pol IVa and Pol V/Pol IVb are two plant-specific RNA polymerases involved in TGS. Pol IV mainly produces 24-nt siRNAs that mediate DNA and histone methylation, whereas Pol V is proposed to induce DNA and histone methylation on specific genomic loci (Pikaard *et al.*, 2008; Wierzbicki *et al.*, 2008). Such silencing processes were mediated by the binding of AGO4/AGO6-associated siRNAs to Pol V transcribed RNAs covering the methylation sites (He *et al.*, 2009; Matzke *et al.*, 2009). We found that over 90% of previously reported potential Pol V-dependent 21-nt siRNAs specifically associate with AGO1, implicating AGO1 with Pol V-related functions. This hypothesis is consistent with the finding that AGO1 controls the expression of a small set of transposons (Lippman *et al.*, 2003). Another possibility is that the AGO1-associated potential Pol V-dependent siRNAs may regulate demethylation rather than methylation (Mosher *et al.*, 2008). Exploration of these potential functions of AGO1 proteins remains an important future challenge.

## Experimental procedures

### DNA construction

pBA-P_AGO4_-FLAG-AGO4 was constructed as follows: FLAG-AGO4 cDNA was obtained using the following pair of primers: 5′-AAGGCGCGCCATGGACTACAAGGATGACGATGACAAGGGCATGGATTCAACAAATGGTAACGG-3′ and 5′-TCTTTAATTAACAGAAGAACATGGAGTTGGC-3′. The PCR-derived fragment was cloned into the backbone of the binary vector pBA002a (Zhang *et al.*, 2005) to generate pBA002a-FLAG-AGO4. Approximately 3.7 kb *AGO4* promoter was amplified using 5′-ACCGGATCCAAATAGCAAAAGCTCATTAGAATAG-3′ and 5′-TCTAGACTCCTGCTCAAAGAAACCAAACAA-3′ primers. The resulting fragment of *AGO4* promoter (−3659 to +1) was cloned into pBA002a-FLAG-AGO4 to generate pBA-P_AGO4_-FLAG-AGO4.

### Plant materials and growth conditions

Seeds of transgenic plants expressing FLAG-AGO1 were obtained from Dr David Baulcombe at University of Cambridge (Baumberger and Baulcombe, 2005). *Arabidopsis thaliana* (Col-0) plants were transformed with the binary vector pBA-P_AGO4_-FLAG-AGO4 by the floral-dip method (Zhang *et al.*, 2006a). Homozygous T_3_ progeny of transgenic lines containing a single insert were used. Untransformed WT (Col-0) and transgenic seedlings were grown on MS plates in a growth chamber under 16-h light/8-h dark at 21°C. Ten-day old seedlings were used. Leaves and roots were harvested from 4-week-old plants grown hydroponically under 12-h light/12-h dark at 21°C in MGRL medium (Fujiwara *et al.*, 1992). Flower samples were collected from 6-week-old plants grown on soil in a growth chamber under 12-h light/12-h dark at 21°C. Samples included floral buds, open flowers and fertilized flowers but not siliques.

### Immunoprecipitation and TSP of AGO/smRNA complexes

One gram of plant tissues (seedlings, flowers, leaves or roots) was ground in liquid nitrogen. Protein/smRNA complexes were extracted in 2 ml buffer containing 20 mm 2-amino-2-(hydroxymethyl)-1,3-propanediol (TRIS)–HCl at pH 7.5, 300 mm NaCl, 5 mm MgCl_2_, 5 mm DTT and EDTA-free protease inhibitor. For one-step IP, after removal of insoluble material by centrifugation twice at 16 000 ***g*** for 10 min at 4°C, extracts were incubated with anti-FLAG M2-agarose beads (Sigma, http://www.sigmaaldrich.com/) for 2 h in IP buffer containing 25 mm TRIS–HCl, pH 7.5, 300 mm NaCl, 4 mm MgCl_2_, 0.2% Triton-100 and 100 μm phenylmethylsulfonyl fluoride (PMSF; Sigma). M2-agarose beads were washed three times with IP buffer. FLAG-AGO1/4 protein–smRNA complexes were eluted by incubation with IP buffer containing 100 μg ml^−1^ 3 × FLAG peptide (Sigma) for 1 h at 4°C. RNAs in the immunoprecipitates were recovered with TRIzol reagent. For two-step purification of AGO/smRNA complexes, cleared extracts (3 ml) were fractioned on Superdex 200 10/300 columns (Akta-FPLC, GE Healthcare, http://www.gehealthcare.com/) equilibrated in 50 mm TRIS–HCl, pH 7.5, 150 mm NaCl. The column was eluted with the same buffer and 80 fractions (3 ml per fraction) were collected. Each fraction was divided into two parts; one aliquot (containing 30 μg total protein) was used for immunoprecipitation followed by western blot using a monoclonal antibody against FLAG (Sigma) to identify fractions containing FLAG-AGO1, whereas the other part was for smRNA extraction. The intensity of AGO protein bands was measured by analyzing the film of protein gel blots using NIH ImageJ software (http://rsb.info.nih.gov/ij/). Recovered RNA was analyzed by RNA blots (Zhang *et al.*, 2006b). Blots were hybridized to ^32^P-radiolabled oligonucleotide probes complementary to the smRNAs. Fractions containing FLAG-AGO1/4 were pooled and further immunoprecipitated with 25 μl anti-FLAG M2-Agarose beads (Sigma) for 2 h in the IP buffer. M2-agarose beads were washed three times with the same buffer and FLAG-AGO1/4 protein-smRNA complexes were eluted as described above.

### Cloning of smRNA libraries

Small non-coding RNA libraries were prepared as described (Hafner *et al.*, 2008). Briefly, total RNA or RNA recovered from the two-step purified AGO–smRNA complexes were spiked with a trace amount of ^32^P radioactively labeled RNA size markers (19-nt, CGUACGCGGGUUUAAACGA; 24-nt, CGUACGCGGAAUAGUUUAAACUGU) before size-fractionation on a denatured polyacrylamide gel. The smRNAs were eluted from excised gel slices with three volumes (v/w) of RNase-free 0.4 m NaCl by incubating the tube overnight at 4°C with constant agitation. Eluted smRNAs were precipitated overnight at −20°C after the addition of three volumes of absolute ethanol. The smRNAs recovered were ligated to chemically pre-adenylated 3′ adapter (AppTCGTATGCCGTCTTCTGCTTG-L) overnight on ice by incubating in the reaction mix [50 μm TRIS–HCl, pH 7.6; 10 μm MgCl_2_; 10 μm 2-mercaptoethanol; 0.1 mg ml^−1^ acetylated BSA (Sigma), 15% (v/v) aqueous DMSO, 2.5 μm adenylated 3′ adapter oligodeoxynucleotide, 0.05 μg μl^−1^ Rnl2(1–249)K227Q]. The ligation products of the smRNA-3′ adapter were further size-fractioned and purified before ligation with 5′ adapter (rGrUrUrCrArGrArGrUrUrCrUrArCrArGrUrCrCrGrArCrGrArUrC) for 1 h at 37°C in a mixture of 25 μm TRIS–HCl, pH 7.6, 5 μm MgCl_2_, 5 μm 2-mercaptoethanol, 0.1 mg ml^−1^ acetylated BSA (Sigma), 15% (v/v) aqueous DMSO, 2.5 μm 5′ adapter oligodeoxynucleotide and 0.05 μg μl^−1^ T4 RNA ligase 1 (Rnl1) (Fermentas, http://www.fermentas.com/). The ligated products of 5′ adapter–smRNA–3′adapter were then used as templates for RT-PCR reactions to generate cDNA libraries. The PCR products within the exponential phase of amplification were used for Illumina deep sequencing. The smRNA sequencing data sets are available at the Gene Expression Omnibus (GSM707678–GSM707691).

### Mapping and annotation of smRNAs

After trimming adaptor sequences, smRNAs with lengths between 19- and 28-nt were selected and mapped to the Arabidopsis genomic sequences (TAIR9 version). Sequences from different samples were normalized by the number of total reads with perfect genomic matches and the normalized clone numbers (reads per million) were used. The genomic features of smRNAs were defined by the same version of genome annotation files. Known miRNA sequences were downloaded from miRBase release 15 and other non-coding RNAs were selected from the annotation file.

### Determination of AGO dominancy for smRNAs

Clone numbers of smRNAs from different samples were first normalized by the total clone numbers of perfectly mapped smRNAs. If the normalized clone number of a smRNA in one AGO sample is five times more than that in the other AGO sample, the smRNA was considered as dominantly associated with that AGO protein.

### Identification of miRNAs

Small non-coding RNAs perfectly mapped to non-transposon intergenic regions were used for miRNA prediction. For each smRNA, the surrounding genomic sequences with extension of 10-nt at either the 5′ or 3′ end of the smRNA and extension of 40-nt to 300-nt with 20-nt increments at the other end were extracted and subjected to secondary structure prediction using mfold software (Zuker, 2003). SmRNAs whose precursor sequence possess good hairpin-shaped secondary structure were selected as miRNA candidates if they had both a clear preference for AGO1 protein and cloned miRNA* sequences, had higher expression than other smRNAs derived from the same precursors, and more than 80% of smRNAs on the precursor were derived from the putative miRNA or miRNA* locus.

### Prediction of phased smRNAs and nat-siRNAs

Small-interfering RNAs with identical lengths and mapping consecutively to the intergenic regions of the Arabidopsis genome were selected. We defined phased smRNAs as those having no fewer than three smRNAs in a series with at least one smRNA had a pairing smRNA mapped to the other strand of the genome with 2-nt overhang at the 3′ end (Figure S9). For cases with missing smRNAs, if the smRNA series had no more than three uncloned smRNAs of the same length between any two cloned smRNAs and a pairing antisense smRNA with 2-nt overhang at the 3′ end, the smRNA series was also considered as phased smRNAs. An expression filter was then applied to select phased smRNAs with at least one smRNA of clone number no less than 10, and at least three smRNAs were cloned from the same tissue.

SmRNAs with a raw clone number of no less than10 were used in nat-siRNA identification. We considered smRNAs mapped to the overlapping region of a *cis*-NAT pair as putative nat-siRNAs.

# Supplementary material for: Deep sequencing of small RNAs specifically associated with Arabidopsis AGO1 and AGO4 uncovers new AGO functions
**Source:** Plant J. 2011 May 10;67(2):292–304. doi: 10.1111/j.1365-313X.2011.04594.x
**Supplement:** Supplementary file 2

**Supplementary files**

**Figure S1.** Cloning of AGO-associated smRNAs and AGO1-associated smRNAs.

(A) The smRNAs recovered from AGO complexes were spiked with 32P-labeled internal 21- and 24-nt smRNA controls and traced during the whole cloning processes. Sample orders listed are internal control; 1, AGO1 IP flower; 2, AGO1 TSP flower; 3, AGO1 TSP seedling; 4, AGO4 TSP flower; 5, AGO4 TSP seedling; 6, unfractionated flower and internal control. (B) Ethium-bromide staining of AGO1-associated smRNAs. AGO1-complexes were immunoprecipitated from 4 g of flower or seedling samples with (+) or without (-) FLAG antibody.

**Figure S2.** Coverage comparison of AGO-associated smRNAs identified by TSP with those detected by IP or reported by Mi et.al (2008).

X-axis represents smRNA clone numbers; Y-axis represents proportion of comparative smRNA coverage. Comparison of AGO1-associated smRNAs identified by TSP with those detected by IP in flowers (A) and roots (B), as well as comparison of AGO1 and AGO4-associated smRNAs (C and D) recovered by TSP with those reported by Mi *et.al* (2008) are shown. Only smRNAs with perfectly mapped genomic loci were used.

**Figure S3.** Size distribution and first nucleotide preference of smRNAs in unfractionated sample and AGO1/4 complexes from leaves, roots and seedlings. For details see legend of Figure 2.

**Figure S4.** Heat map of known miRNAs with clone numbers fewer than 1000. For details see legend of Figure 4.

**Figure S5.** Phased smRNA clusters on *TAS1-4*.

Bar charts present non-redundant clone numbers of phased smRNAs. For details see legend of Figure 7.

**Figure S6.** Chromosome distribution of AGO1 and AGO4-associated 24-nt smRNAs.

X-axis gives chromosome positions on a scale of 10,000-nt. The log2 transformed total clone numbers of smRNAs generated from each 10,000-nt region were shown by red bars (for smRNA loci with total clone number great than 10,000) and blue bars (for smRNA loci with total clone numbers greater than 1,000 but less than 10,000). 1-F, AGO1-associated 24-nt smRNAs in flowers; 1-L, AGO1-associated 24-nt smRNAs in leaves; 1-R, AGO1-associated 24-nt smRNAs in roots; 1-S, AGO1-associated 24-nt smRNAs in seedlings. 4-F, AGO4-associated 24-nt smRNAs in flowers; 4-L, AGO4-associated 24-nt smRNAs in leaves; 4-R, AGO4-associated 24-nt smRNAs in roots; 4-S, AGO4-associated 24-nt smRNAs in seedlings;

**Figure S7.** Pol IV and Pol V dependence of AGO1 and AGO4-associated smRNAs.

X-axis gives smRNA dependence of Pol IV and Pol V. Pol IV, smRNAs only dependent on Pol IV; Pol V, smRNAs potentially only dependent on Pol V; Pol IV and Pol V, smRNAs depend on both Pol IV and Pol V. Y-axis presents proportion of AGO preference in each category.

**Figure S8.** Size distribution of smRNAs in Pol IV and Pol V samples.

(A) Size distribution of smRNAs from WT, pol IV and pol V mutant plants. (B) Size distribution of Pol IV-dependent and potentially Pol V-dependent smRNAs. X-axis gives smRNA length (nt) and Y-axis presents total clone number of smRNAs.

**Figure S9.** Illustration of algorithm used for prediction of phased smRNA clusters.

smRNA sequences are shown in different colors, and gaps between sequenced smRNAs are represented by open rectangle.

**Table S1. Relative abundance of AGO1/4 proteins in different organs.**

**Table S2. Summary of smRNA datasets from various samples.**

**Table S3. Specificity of AGO1- and AGO4-preferred 24-nt smRNAs.**

**Table S4. Expression profiles of known miRNAs.**

**Table S5. Classification of known miRNA precursors.**

**Table S6. A list of new miRNAs found in AGO1/AGO4 complexes.**

**Table S7. A list of collateral miRNAs and their AGO-association in various organs.**

**Table S8. A list of isomiRNAs.**

**Table S9. A list of new phased smRNA clusters.**

**Table S10. *Cis-*NAT pairs and siRNAs.**

How the deposited data were processed for this re-analysis (not part of the article)

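Small RNAs of Arabidopsis were sequenced in 14 libraries with 1 library per condition. They comprise unfractionated WT RNA, AGO1 TSP and AGO4 TSP from flowers, leaves, roots and seedlings, and AGO1 IP from flowers and roots. The authors trimmed adaptors from their reads, kept reads of 19 to 28 nt and deposited for each library the distinct sequences with their clone numbers, which are whole-number counts without normalization. Sequences without a genome match are part of these tables, so the choice of matched sequences was made here. The libraries hold 54552441 reads and 14710091 distinct sequences in all.

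All sequences were searched on both strands of TAIR10.1, chloroplast and mitochondrial genomes included, and only perfect matches over the full length were kept. The search was tested on simulated data, where it found 2138 of 2138 hits of 3996 sequences and gave 0 false ones. Unmatched 24-nt sequences with at least 10 reads in an AGO4 TSP library were also placed on the genome with up to 2 substitutions, which was tested on simulated data (600 of 600 planted sequences placed). For 1 alternative of the dominance calls, the unmatched 24-nt sequences of the AGO1 and AGO4 TSP libraries with any number of reads were placed in the same way. The paper used TAIR9 and miRBase release 15. Here genes, pseudogenes, ncRNAs and mature miRNAs came from the RefSeq annotation of TAIR10.1, which has no separate class of transposable elements. Normalized clone numbers (RPM) were computed from the counts with the perfectly matched reads of a library as its total. Sequences with several hits were counted once in lengths and 5' nucleotides, divided by their number of hits in sub-regions, and counted at each hit on precursors, TAS genes, phased clusters and cis-NAT overlaps.

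With 1 library per condition, differences between libraries have no replicate check. Shares are given with 95% Wilson intervals, which cover counting error only, and a count of 0 allows up to 3 reads. The AGO-dominance of 100-nt sub-regions used a 5-fold difference in each organ. In simulated libraries 99.9% of 3304 sub-regions with a 25-fold difference and 40 reads on average were called, and preference was also called for 26.3% of sub-regions with equal amounts and 4 reads on average.

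The only model across many features compared the counts of annotated miRNAs between 4 AGO1 TSP and 4 AGO4 TSP libraries. It was fitted with edgeR's quasi-likelihood test with the organ as a block, at least 10 counts over the 8 libraries and Benjamini-Hochberg adjustment. DESeq2 was run as an alternative on the same deposited counts, and its adjusted p-values were left missing where it gave none. On simulated counts, the edgeR test called 57.3% of 199 changed miRNAs, 89% of those changed 16-fold, and 0 of 779 unchanged ones.

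Precursors were called centered when at least 80% of their reads started within 2 nt of an annotated 5' end, and covered on both strands when reads covered at least 90% of the nucleotides of each strand. Sequence variants lay within 3 nt of the annotated 5' end and had at least 10 reads in 1 library. Phased clusters followed the rule in the paper's methods, and overlapping clusters were merged. The search for clusters was tested on simulated loci, of which the random ones were much sparser than the real reads. Pairs of cis-NATs were taken from the annotation, and their density was compared with that of other transcripts by a permutation test of the Mann-Whitney U statistic with 100000 permutations, since most densities were tied at 0.

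The text names the miRNAs, precursors and TAS genes that the paper names and that the annotation holds. From the edgeR test it names the 5 miRNAs with the largest change in each direction among those with an adjusted p-value under 0.05 and the same direction in all 4 organs, of which the AGO4 direction had 1, and it names the 5 phased clusters and the 5 cis-NAT pairs with most reads. Alternatives covered matching, read minimums, single genome hits, housekeeping ncRNAs, the fold and length of sub-regions, the scaling and filtering of miRNA counts, the organ block and leaving out each organ. The loci dependent on Pol IV and Pol V, the comparison with earlier AGO libraries, the new miRNAs and the RNA blots were not analysed here. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 were used.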

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

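Among the tests of explanations in this part and under the other observations, 25 were chosen only after the result was seen and 5 before. The earlier ones are the test of the AGO1 root library for reads of the AGO4 kind, the test for a mislabelled root library, and those of added 3' bases, a few abundant sequences and unassembled Arabidopsis sequence in the seedling AGO4 library. In 37 groups of 4 organs, 5 had a library far from the other 3, where 1.85 are given by chance.

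The AGO1 TSP library from roots stood far from the other AGO1 TSP libraries in reads on snoRNA genes, with 26.9% of its matched reads (570865 reads) against 0.0363 to 0.908%. RNA breakdown in root tissue would raise these reads in unfractionated roots, which had 0.0220%. Binding of snoRNA fragments to AGO1 in roots would raise them in the AGO1 IP library from roots, which had 0.141%. Carry-over shared by TSP of root extracts would raise them in AGO4 TSP from roots, which had 0.104%. Both values were above the 0.0220% of unfractionated roots but far below 26.9%. Binding and carry-over are thus not excluded as a part, while neither reached the whole in those libraries. A few amplified sequences do not account for the whole pattern, since 216 of 246 snoRNA genes (87.8%) were at least 5 times higher than in AGO1 IP from roots, although 5 genes held 55.6% of the reads, AT1G06667 (chromosome 1 from 12083969 to 12084054, named after its values were seen) most. The library is not a mislabelled one by its miRNAs, whose profile had a Spearman rho of 0.959 with AGO1 IP from roots and 0.549 with AGO1 IP from flowers, across 176 miRNA sequences that are not independent replicates. An effect of this purification stays open, as does an effect of AGO1 TSP beyond it. AGO1 TSP had 0.392% in flowers, against 0.0314% in AGO1 IP and 0.0565% in the unfractionated library, and 0.908% in seedlings, against 0.125% in the unfractionated library, but 0.0363% in leaves, against 0.0534%. With 1 library per condition neither was tested.

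The AGO4 TSP library from seedlings had the lowest share of reads that match the genome, 57.5% against 79.6 to 83.0% in the other AGO4 TSP libraries. Of its 1802351 unmatched reads, 81.0% were 24 nt long, and it held 11057 unmatched 24-nt sequences with at least 10 reads, which the paper did not analyse, where the other AGO4 TSP libraries held 937 to 1695. Of the 11057 sequences, 81.1% lie within 2 substitutions of a genome position, against 0.922% of the same sequences shuffled. Sequencing errors would leave a reference sequence with far more reads beside most of them, but among the 3485 with a single position at 1 substitution the reference had at least 10 times their reads in the library for 0.832%. This test took the place of an earlier one, the share of sequences 1 base from a matched sequence, which decides nothing. That share was 36.3% in 20000 unmatched 24-nt sequences drawn at random, below the 63.3 to 65.7% of the other AGO4 TSP libraries, and 59.0% in the 11057, above their 34.5 to 53.2%. Bases added at the 3' end account for 14.3% of the 20000 and for 12.4% of the 11057, size markers and adaptors for 0.552% of the unmatched reads, and the 100 most-read sequences for 1.962%. Arabidopsis sequence outside the reference that makes 24-nt smRNAs in the seedlings of the unfractionated library would also show there, where 4.00% of the 11057 sequences were found, against 62.7% of the matched ones.

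A strain variant against the reference in the plants of the seedling AGO4 library is a candidate explanation for these sequences. It predicts that reads of the reference sequence are missing where the substitutions lie. Of 1844 such sites with at least 10 reads in the other AGO4 TSP libraries, 68.7% had matched reads at least 5 times below their mean, against 21.6% of positions 200 nt away and 0.379 to 2.90% of such sites in the other 3 libraries. The sites lie on all 5 chromosomes, 55.3% of the 3485 sequences shared their substitution with another sequence, and 81.0% of the substitutions lay outside the 2 bases at each end, where 83.3% are given by an even spread. The paper names Col-0 as the background of these plants. The explanation was found and tested on the same libraries, and it was not tested for the sequences further than 1 substitution from the genome.

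The dominance calls rest on matched reads, so those of seedlings lack these AGO4 reads, and seedlings had 24810 sub-regions dominant for AGO1 in 24-nt smRNAs, against 3745 to 9246 in the other organs. Missing AGO4 reads that lie within 2 substitutions of a single genome position are not the whole cause. With 602562 such reads added, and those of the AGO1 library too, the number in seedlings was 22762, against 3949 to 9836 in the other organs treated the same way. The unmatched AGO4 reads without such a position were not placed, so their part stays open, and the calls of AGO1 dominance in seedlings are limited by it.

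The share of 24-nt reads in the AGO4 TSP library from roots was 63.8%, against 81.3 to 83.3% in the other organs. Housekeeping ncRNA fragments of other lengths do not explain it, since the share was 66.1% without them. Among reads with a single genome hit, the lowest share of any AGO4 TSP library was 75.7%, with a median of 83.5%, so the gap was smaller there. A difference between organs and an effect of that library both stay open.

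In the same library, housekeeping ncRNAs made up 0.748% of the 24-nt reads, against 0.181 to 0.190% in the other AGO4 TSP libraries. If breakdown of RNA in root tissue were the cause, unfractionated roots would stand above the other organs too. They had 6.04%, below the 18.3% of unfractionated seedlings but above the 4.71% of leaves and the 1.56% of flowers. The prediction thus failed for seedlings only. What raised the share in this library, breakdown included, stays open.

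TAS4 had 1568 RPM in the AGO1 TSP library from leaves, against 0.471 to 143 RPM in the other AGO1 TSP libraries. An effect of that one purification as the whole cause is excluded by the unfractionated leaf library, which had 167 RPM where the other unfractionated libraries had at most 5.04. A higher level of TAS4 ta-siRNAs in leaves is a hypothesis that may account for both, found and tested on the same libraries.

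The share of 24-nt reads that start with U was 54.9 percentage points higher in AGO1 IP than in AGO1 TSP from roots, with a difference of -4.66 in flowers. The difference between the organs was not tested. The root TSP library was the one with few 5' U reads. Fewer miR163 reads do not explain this, since its share was 34.2% without miR163 where the other organs had 52.1 to 87.6%. Housekeeping ncRNA fragments do not either, with 41.6% after their removal. Reads of the kind found with AGO4 stay open. Among the 24-nt reads absent from AGO4 TSP, with housekeeping ncRNAs and annotated miRNAs left out, 49.4% started with U, against 59.9 to 94.4% in the other organs. This decides nothing, because the AGO4 library did not sample all such reads, as 58.1% of the 24-nt reads of unfractionated roots were found in it. The organ is not the whole cause, since 92.9% of the 24-nt reads of AGO1 IP from roots started with U, above the AGO1 TSP libraries from flowers and seedlings. An effect of the single purification stays open too.

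The share of miRNAs among matched reads was 34.2 percentage points higher in AGO1 IP than in AGO1 TSP from roots, with a difference of -1.14 in flowers. This difference between organs was not tested. Dilution by housekeeping ncRNA reads explains only a part, since without them the root TSP library had 28.2% and the root IP library 53.9%. The remainder stays open.

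Housekeeping ncRNA reads of 24 nt in AGO1 were 0.459 times those in AGO4 in leaves, and 1.55 to 5.47 times in the other organs, and this difference was not tested. The scaling to all matched reads, of which 24-nt reads are a small part in AGO1 and most in AGO4, does not explain the difference between the organs. As a share of the 24-nt reads, housekeeping ncRNAs were 3.81 times higher in AGO1 than in AGO4 in leaves and 12.3 to 29.7 times in the other organs, so leaves stayed lowest. The organ and the single libraries stay open.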

How the results depend on the processing

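The alternatives were set before the data were examined, except those said to be chosen later, and no test of an explanation belongs to this part. Of 60 values for 6 single miRNAs, 49 kept their direction and side of the threshold, 11 kept the direction but lost significance and 0 reversed. Of 136 values for 25 comparisons, 32 stayed within the counting error or within 1.5 times the count, and 104 moved. Where values moved, the cause was not tested unless said otherwise. Each condition has 1 library and no replicate number, so libraries could be paired by organ only, with the organ as the block.

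The following medians are in the order of 24-nt reads in AGO1, 24-nt non-redundant sequences in AGO1, 21-nt reads in AGO1, 24-nt reads in AGO4, 5' U of 24-nt reads in AGO1 and 5' A of 24-nt reads in AGO4, all from TSP. With all reads in place of matched ones they were 12.0, 27.7, 41.0, 79.5, 70.7 and 80.5%. With at least 2 reads per sequence they were 8.49, 29.4, 45.7, 87.8, 81.0 and 85.9%. A single genome hit gave 12.6, 32.8, 36.7, 83.5, 78.5 and 82.1%. Leaving out housekeeping ncRNAs gave 13.0094, 31.7, 44.4, 82.7, 74.1 and 81.6%. Leaving out miR163, chosen later, gave 8.26% for 24-nt reads in AGO1 and 54.8% for their 5' U. Under each of these settings 21-nt reads remained more frequent than 24-nt reads in the AGO1 median, and the median of 5' U in the 24-nt reads stayed above 50%. In roots U was below 50% under each of them, from 34.2% without miR163 to 42.5% with a single genome hit.

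For the IP sequences found by TSP, a threshold of 20 reads gave 99.97% in flowers and 99.8% in roots, a threshold of 5 reads 95.6 and 86.6%, and the deeper library drawn down 98.8 and 98.1%. For the TSP sequences found by IP, the same settings gave 64.8 and 64.9%, 72.4 and 57.2%, and 66.7 and 59.6%. All deposited reads gave 70.8 and 60.6%, and leaving out housekeeping ncRNAs, chosen later, 83.6 and 68.7%. The share in the TSP library stayed the higher one throughout.

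The overlaps of AGO-dominant sub-regions moved most. They are given in the order of AGO1 21-nt without AGO4 24-nt, AGO4 24-nt without AGO1 21-nt, AGO1 24-nt with AGO1 21-nt, AGO4 21-nt with AGO4 24-nt and AGO1 24-nt with AGO4. A 2-fold difference gave 24.3, 72.1, 21.4 and 89.1% and a 10-fold one 48.3, 79.5, 16.0 and 73.6%, and neither moved the fifth overlap. At least 10 reads gave 61.8, 98.8, 58.1, 85.1 and 81.8%. Regions of 500 nt gave 43.0, 72.8, 24.8, 78.2 and 95.2%. RPM summed over the organs gave 36.4, 74.7, 19.1, 73.4 and 95.7%, and a single genome hit 54.5, 89.3, 11.0, 76.2 and 83.3%. Calls at the other level, on sequences for the first 4 and on sub-regions for the fifth, gave 13.0281, 61.3, 60.9, 96.6 and 2.02%. Shares of reads in place of regions, chosen later, were 58.9, 72.8, 93.7, 76.1 and 0.0682%. With unmatched 24-nt reads added at their single position within 2 substitutions they were 36.6, 77.3, 18.7, 82.4 and 93.2%, and without seedlings 28.0, 75.4, 17.9, 79.5 and 95.5%, both chosen later. The intergenic share of AGO1-dominant 24-nt sub-regions was 22.5% with at least 10 reads and 49.9% by the central base, which was chosen later. Depth limits these overlaps, because most sub-regions have few reads and 26.3% of simulated ones with 4 reads and no preference were called dominant. The alternative that leaves out annotated transposon fragments was not run, since the annotation used here has no such class.

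The share of housekeeping ncRNAs among 24-nt reads in AGO1 was 1.07% over non-redundant sequences, and the same within counting error with either strand. The ratio of miR447a.2-3p to miR447a-3p was 8.58 and that of miR319a to the most-read unannotated sequence of its precursor 195 when reads with other ends were included. The main strand of TAS genes held a median of 91.7% of the reads in the main register and 65.8% with a single genome hit. The number of phased clusters was 2209 with 20 clones, 11121 with 24-nt reads, 235 with a single genome hit and 71 with at least 50% of the reads in 1 register, the last chosen later. The density ratio of cis-NAT overlaps stayed below 1 under the 6 alternatives, from 0.188 to 0.622, 3 of them chosen later, and was 0.0723 without the 5 highest densities of each group. With the density pooled over each group in place of the mean, the ratio was nearer to 1. It was 0.752 in the main setting, 0.703 with a single genome hit and 0.775 with all sequences.

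Among miRNAs, TMM factors gave 9 higher in AGO1 and 21 higher in AGO4, and DESeq2's own size factors 11 and 28. Both assume that most miRNAs do not differ, and both shifted the median log2 fold change from 6.07, to 1.11 and -0.56. The calls higher in AGO1 were then 30.0% and 28.2% of all calls, against 98.4% with matched reads as library sizes. All 9 and all 11 were among the 182 calls with matched reads. DESeq2 with matched reads gave 146 and 1, and left the adjusted p missing for 13 miRNAs. Reads with other ends gave 194 and 18, no filter 167 and 2, and no organ block 167 and 2. Across the 4 fits that each left out 1 organ, 158 to 169 miRNAs were higher in AGO1 and 2 to 3 higher in AGO4. The 5 miRNAs named for AGO1 lost significance under TMM factors and DESeq2's own size factors, and miR829-3p.1 without the organ block. The number of annotated miRNAs detected was 287 with at least 10 reads and 404 with other ends, both within 1.5 times the 371 detected.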

Differences from the paper's values

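No test of an explanation was run for the differences in this part. A gap is called closed when the 2 values lie within 1.5 times of each other. A closed gap can thus still leave a difference of many percentage points or counts. Of AGO1-dominant 21-nt smRNA loci, the paper reports that 95.9% did not overlap with AGO4-dominant 24-nt ones, and the value here was 36.7% of sub-regions (median of 4 organs). The alternatives set before the data were examined gave 13.0281 to 61.8%, and none closed the gap. For AGO4-dominant 24-nt loci the paper's 95.7% stood against 76.7%, within 1.5 times of each other, while calls on single sequences gave 61.3%, which is not.

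The paper gives 1.3% for the AGO1-dominant 24-nt smRNAs from the loci of 21-nt ones, and the value here was 17.9%. The alternatives set before the data were examined gave 11.0 to 60.9%, and none closed the gap. For AGO1-preferred 24-nt loci that overlap with AGO4-preferred ones the paper gives 5%, and the value here was 93.3%. None of the alternatives set before the data were examined closed this gap. Calls on sub-regions, with 2.02%, and reads in place of regions, chosen after seeing the values, with 0.0682%, are low by construction, since a sub-region called on its sum cannot be dominant for both AGOs in 24-nt smRNAs. The 93.3% is raised by its own rule, since 1 sequence of any read number is enough for each AGO and 78.7 to 85.7% of the 24-nt sequences in AGO1 were read once. With at least 10 reads per sequence it was 81.8%.

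The paper places about 70% of AGO1-preferred 24-nt loci in intergenic, heterochromatin or centromeric regions, and intergenic sub-regions made up 45.8% here. With at least 10 reads per sub-region the median share was 22.5%, with a wide range of 11.3 to 65.7% over the organs. By the median, the alternative set before the data were examined did not close the gap. The class at the central base of the sub-region, chosen after seeing the values, did by the rule of 1.5 times, with 49.9%, which is still well below about 70%. Heterochromatin and centromeres were not separated here, and pseudogenes, a class of their own here, made up 20.8%. For AGO4-preferred 24-nt loci the paper's value is about 91% in Fig. 3a, read by eye, against 55.6% here, and at least 10 reads per sub-region, with 72.3%, closed this gap. Pseudogenes made up 31.2% there.

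The lowest share of housekeeping ncRNAs among AGO1-associated 24-nt smRNAs is 2% in the paper and was 0.694% here, in leaves. Neither alternative set before the data were examined closed the gap, with 0.748% for either strand and 0.844% for non-redundant sequences. The highest share is 22% in the paper and was 16.3% here, and 2.03% for non-redundant sequences.

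The paper lists 224 annotated miRNAs, and the annotation used here 428. It reports 198 of its 224 as detected, against 371 of the 428 here. The annotations differ in size, so this gap in count says little about the share detected. At least 10 reads in 1 library, with 287, closed the gap in count by the rule of 1.5 times, although 287 is still well above 198. Reads with other ends, with 404, did not. The paper counts 25 precursors covered by smRNAs over almost every nucleotide, against 54 here, and 10 precursors without smRNAs, against 6 here. Sequence variants are reported for 12 miRNAs, of which 11 were above the annotated miRNA in a sample, and the numbers here were 210 and 113. For these 5 comparisons, that of the annotated miRNAs included, no alternative was set. For the more abundant TAS genes the paper gives at least 10 times the level of the others, and the ratio here was 12.9, but 6.14 with a single genome hit, which is more than 1.5 times away.

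The paper reports 18 phased clusters, and 3554 were found here with its rule. None of the alternatives set before the data were examined closed the gap, with 2209 at 20 clones, 11121 for 24-nt reads and 235 for a single genome hit. For cis-NAT pairs with smRNAs the paper's 62 stood against 46, and with all sequences 1206 and with a single genome hit 26, which are more than 1.5 times away. The density on cis-NAT overlaps is 2.29 times that of other transcripts in the paper, and the ratio here was 0.427. It was 0.188 to 0.520 under the alternatives set before the data were examined, none of which closed the gap.

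The paper finds a higher density on overlapping regions than on other transcripts, and the direction here was the reverse. It states that more than 50% of the NAT smRNAs leaned to AGO1, whereas 209 of 644 sequences and 9 of 46 overlaps did here. Summed over the overlaps, AGO1 held 53.1% of the RPM, a measure chosen after seeing the values that lies above 50% as the paper states, and 28.9% without the pair with most reads. It states that most phased smRNAs preferred AGO1 and were enriched in flowers, whereas 1242 of 3554 clusters were at least 5 times higher in AGO1 and 896 highest in flowers. With a single genome hit these were 205 and 187 of 235, and with at least 50% of the reads in 1 register, chosen later, 30 and 7 of 71. The majority of AGO1-associated smRNAs is given as 21 nt long, and here this length was the largest class but held a median of 42.6% and 24.3% in roots. Housekeeping 24-nt smRNAs are described as preferentially found with AGO1, and in leaves the ratio of AGO1 to AGO4 in RPM was 0.459. As shares of the 24-nt reads the ratio in leaves was 3.81, in the direction that the paper describes. Roots are described as lowest in miRNAs, and this was so among the AGO1 TSP and the unfractionated libraries in share of reads and in number of sequences detected. The Shannon effective number, which also weighs how evenly the reads are spread, was not lowest in roots. In AGO1 TSP it was 10.5 in roots, 9.95 in leaves, 9.86 in seedlings and 13.7 in flowers. In the unfractionated libraries it was 20.4 in roots and lowest in leaves with 16.8. For the share of reads, AGO1 IP had 53.0% in roots and 40.4% in flowers, and among AGO4 TSP libraries leaves were lowest with 0.179%.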

Other observations

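Tests in this part were chosen only after the result was seen. One candidate explanation for the 5' U of AGO1-associated 24-nt reads is the abundant 24-nt miRNA miR163. Without it the median share of U over the organs was 54.8%, and it was above that of the unfractionated library of the same organ in each case, so miR163 is not the whole source of the preference.

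The lower depth of the IP library from flowers does not explain the TSP sequences that it lacks. Sampling at its depth would leave 5.21 of the TSP sequences with at least 10 reads absent, against 5567 observed. In roots the IP library was the deeper one, with 2410635 matched reads against 2124233, and sampling would leave 0.0158 sequences absent, against 4751 observed. Housekeeping ncRNA fragments are consistent with a part of the difference in flowers, where leaving them out raised the share found by IP to 83.6%. In roots it rose to 68.7%, so they are not the whole cause there.

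Of 32 splits of the 8 TSP libraries into 4 and 4 that could be fitted, the real one included, 1 gave as many miRNAs with an adjusted p-value under 0.05 as the real one, namely the real one itself, and the largest number in another split was 0. A further 3 splits could not be fitted. Other splits put AGO1 libraries (18.8 to 61.3% miRNA reads) and AGO4 libraries (0.179 to 0.612%) in 1 group. The spread within groups is then large, so their 0 calls decide little. Only 8 of the splits, the real one included, swap libraries within organs alone. Of the 3 miRNAs higher in AGO4, 2 start with A or are 24 nt long, as do 28 of the 208 other tested miRNAs (two-sided Fisher's exact test, p = 0.0536). Whether 5' A and 24-nt length underlie the AGO4 preference cannot be told apart from chance, since only 3 miRNAs are concerned. The miRNA miR408-3p, named after its values were seen, had 1091 RPM in AGO4 TSP from seedlings and 3.29 to 30.5 RPM in the other AGO4 TSP libraries (log2 fold change -1.99, adjusted p = 0.0513 from edgeR's quasi-likelihood test, higher in AGO4 in 3 of 4 organs).

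The large number of phased 21-nt clusters may come from repeated sequence counted at every copy, since reads with a single genome hit gave 235 clusters in place of 3554. Of the 5 clusters with most reads, 3 lie in the first 9646 nt of chromosome 2, around the 5.8S rRNA gene AT2G01020. In the cluster on chromosome 5 from 22322670 to 22323095, which was chosen after its values were seen, 30167 reads had a ratio of AGO1 to AGO4 of 100.2.

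The short length of cis-NAT overlaps accounts for a large part of the difference in how many contain smRNAs, but not for the whole. Reads were present on 10.8% of whole other transcripts, on 2.78% of windows of the same lengths in them and on 1.65% of the overlaps. Against the windows, the share of comparisons in which the overlap was higher was 0.494, where 0.5 means no difference (two-sided permutation test of the Mann-Whitney U statistic, p = 0.00053), and against whole transcripts 0.455. This test too takes regions as independent although they can share reads, so its p can be too small. The ratio of mean densities was 0.427 in both comparisons.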
